# Increased lactate dehydrogenase activity is dispensable in squamous carcinoma cells of origin

**DOI:** 10.1038/s41467-018-07857-9

**Published:** 2019-01-09

**Authors:** A. Flores, S. Sandoval-Gonzalez, R. Takahashi, A. Krall, L. Sathe, L. Wei, C. Radu, J. H. Joly, N. A. Graham, H. R. Christofk, W. E. Lowry

## Abstract

Although numerous therapeutic strategies have attempted to target aerobic glycolysis to inhibit tumor progression, these approaches have not resulted in effective clinical outcomes. Murine squamous cell carcinoma (SCC) can be initiated by hair follicle stem cells (HFSCs). HFSCs utilize aerobic glycolysis, and the activity of lactate dehydrogenase (Ldh) is essential for HFSC activation. We sought to determine whether Ldh activity in SCC is critical for tumorigenesis or simply a marker of the cell type of origin. Genetic abrogation or induction of Ldh activity in HFSC-mediated tumorigenesis shows no effect on tumorigenesis as measured by number, time to formation, proliferation, volume, epithelial to mesenchymal transition, gene expression, or immune response. *Ldha*-null tumors show dramatically reduced levels of glycolytic metabolites by metabolomics, and significantly reduced glucose uptake by FDG-PET live animal imaging. These results suggest that squamous cancer cells of origin do not require increased glycolytic activity to generate cancers.

## Abstract (web summary)

Most tumours are characterized by increased aerobic glycolytic activity. Here the authors show that elevated  aerobic glycolysis is not essential for cancer initiation by testing the effect of lactate dehydrogenase depletion on the ability of hair follicle stem cells (HFSCs) to form squamous cell carcinoma (SCC) in mouse genetic models.

## Introduction

Most tumors are characterized by increased glucose uptake and lactate production, a phenomenon known as the Warburg effect or aerobic glycolysis. Elevated glucose uptake and glycolysis can power the production of essential metabolites and cell products required for proliferation^1–3^. Aerobic glycolysis culminates in the NADH-dependent reduction of pyruvate to lactate by lactate dehydrogenase (Ldh)^3–6^. Although lactate was once considered a waste product of glycolysis, it has been argued that lactate production may be a primary purpose of the Warburg effect, as lactate impacts angiogenesis, immune response, acidification of the microenvironment, motility of cancer cells, and the regeneration of NAD^+^^5,7,8^. Moreover, inhibition of Ldh activity, which reduces lactate production, has been shown to impair the growth of tumor cells in vitro^9,10^. Regardless, despite decades of research in this area, it is still not clear whether the increased conversion of glucose to lactate is necessary for tumor initiation or progression, or just a by-product of altered metabolism.

In fact, while there is a mountain of data suggesting that lactate dehydrogenase activity is important for cancer cell growth in in vitro and ex vivo models^11–14^, the relevance of lactate production to tumor initiation and progression in vivo has not been well explored. One study that used a model of lung carcinoma driven by oncogenic *Ras* coupled with deletion of *Ldha* showed a regression of tumors, suggesting a requirement of Ldh activity for maintenance of tumor cells^11^. Ldh activity was abrogated in the entire tissue in that model, however, which left uncertain the role of glycolytic activity specifically in cancer cells of origin.

Here, we use a model of cutaneous squamous cell carcinoma (SCC) to model tumor formation and progression from hair follicle stem cells (HFSCs). HFSCs, which have been shown to be cancer cells of origin for squamous cell carcinoma^15,16^, exhibit a high level of glycolytic activity during homeostatic conditions^17^. We therefore sought to determine whether aerobic glycolysis is required for SCC progression or whether SCC tumors are glycolytic simply because they were initiated by glycolytic HFSCs.

## Results

### Induction of glycolysis in a genetic model of squamous cell carcinoma

To investigate the relevance of lactate production to cutaneous squamous cell carcinoma, we used a previously demonstrated murine model of SCC driven by gain of oncogenic *Ras* coupled with loss of *p53* activity in HFSCs^15^. Transgene expression was targeted to HFSCs using transgenic alleles such as *K15CrePR* or *Lgr5CreER*^18,19^ with induction of Cre recombination through administration of mifepristone or tamoxifen.

We first investigated whether lactate synthesis correlates with tumor grade. We typically characterize squamous tumors in the following categories: hyperplasia, low grade papilloma/keratoacanthoma stage, medium-grade squamous carcinoma, and high-grade undifferentiated squamous carcinoma (Fig. 1a). While Ldh activity, as measured by in situ activity, was elevated relative to normal skin in all examined tumor grades, the activity of Ldh appeared to peak at the papilloma/keratoacanthoma stage, and decreased somewhat in high-grade tumors (Fig. 1b). These results were confirmed by a more quantitative analysis of Ldh activity in lysate from isolated tumor tissues of various stages (Fig. 1b).

**Fig. 1:**
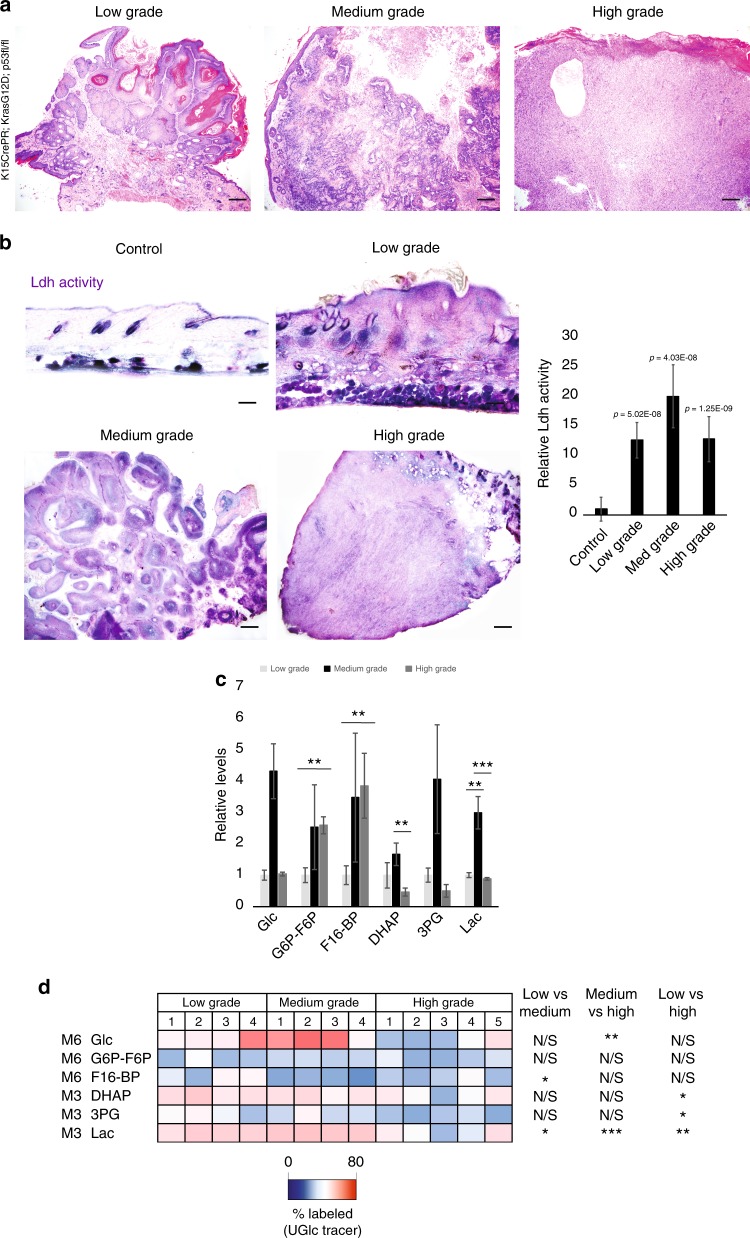
Correlation of Ldh activity and tumorigenesis of SCC. Haematoxylin and eosin staining showing histology of squamous tumors of various stages: low-grade papilloma/keratoacanthoma stage, medium-grade squamous carcinoma, and high-grade undifferentiated squamous carcinoma. Scale bars, 200 µm. **b** In situ Ldh activity assay highlights maximal potential Ldh activity in murine skin during *Kras*G12D/*p53* mediated SCC formation from HFSCs. Purple stain indicates relative Ldh activity in the skin of control (top left; +mifepristone/-oncogenic stimulation) versus hyperplasia stage (top right; +mifepristone/+oncogenic stimulation), papilloma stage (lower left), and high-grade SCC (lower right) Scale bars, 200 µm. **b** (right panel) Ldh activity in lysate from tissue of the indicated stage of tumorigenesis. Each bar represents the average activity for each tumor type where *n* = 6 tumors per stage from 24 animals. Shown as mean ± SEM. Paired *t* test was performed, *p* < 0.05 shown for each tumor type versus control tissue. **c** Metabolites were extracted and analyzed by LCMS from four tumors (1–4) from each stage of tumorigenesis (12 animals total). Glucose (Glc) and glycolytic intermediate levels are shown as relative values to the low grade tumor group. **d** following intraperitoneal injection of animals with [U-^13^C_6_]glucose, tumors at various stages were isolated and profiled by metabolomics. Labeled metabolites were extracted and analyzed by LC–MS from four tumors (1–4) from each stage of tumorigenesis (12 animals total). Heatmap depicts percentage of indicated isotopomers of glucose and glycolytic intermediates labeled from the U-13C-glucose tracer. For (**c**), error bars denote SD (*n* = 4 individual tumors). For (**c**, **d**), *P<0.05; **P<0.01; ***P<0.001 by Student’s *t* test

For a more comprehensive metabolic analysis, we also performed liquid chromatography mass spectrometry (LCMS)-based metabolomics on tumor tissue from various stages of tumorigenesis. This analysis showed that as the skin became filled with tumorigenic cells, the steady-state levels of some glycolytic metabolites increased, particularly in the medium grade stage (Fig. 1c). We also performed glucose tracing experiments in which animals with tumors at various stages were intraperitoneally injected with [U-^13^C_6_] glucose 15 min prior to skin and tumor harvesting and metabolite extraction in order to follow the conversion of glucose to various metabolites. More ^13^C-labeled lactate in the M3 isotopomer form was detected in the medium- grade papillomas than in the low-grade or high-grade tumors (Fig. 1d). These analyses are consistent with an increased conversion of glucose to lactate as SCC initiated and progressed, with a peak of lactate labeling from glucose in the medium grade, and a drop off somewhat in high-grade tumors.

Finally, we measured gene expression changes in HFSCs as they proceed through various stages of tumorigenesis. Expression of *Ldha* in HFSC-derived tumors was not elevated relative to normal HFSCs (Supplementary Figure 1), which we previously showed to have high expression of *Ldha* relative to other types of cells in the skin^17^. In contrast, expression of other glycolytic enzymes, such as *Pgm, HK, Pgk, Pkm2*, and *Eno*, were further increased during tumorigenesis. Furthermore, transcriptome data demonstrated that transporters for lactate, pyruvate, glucose, and glutamine were all upregulated. These data suggested that despite the relatively high glycolytic rate of HFSCs under homeostatic conditions^17^, glycolysis may be further induced upon tumorigenesis.

### Genetic abrogation of Ldh activity during initiation of SCC

To determine whether induction of lactate production in HFSCs is required for squamous cell carcinoma initiation, we induced tumorigenesis in HFSCs in the context of *Ldha* deletion. For this purpose, we coupled conditional deletion of *p53* and activation of constitutively active *Kras* (LSL-*Kras*G12D) with inducible deletion of floxed-*Ldha* with either *K15CrePR*- or *Lgr5CreER*-mediated recombination, which we previously showed effectively abrogates lactate production in HFSCs^15,17,20^.

Contrary to numerous observations linking glycolysis and lactate production to tumorigenesis, *Kras*G12D-*p53*fl/fl-mediated SCC tumor formation from HFSCs was not affected by loss of *Ldha* (Fig. 2a). Quantification of tumorigenesis showed that neither the timing, volume, nor number of tumors formed was affected by loss of *Ldha* (Fig. 2b). These results were confirmed by induction of oncogenesis by a distinct HFSC-specific Cre (*Lgr5CreER*) (Fig. 2b) and through DMBA/TPA administration, a classical SCC paradigm (Fig. 2b)^21^. DMBA/TPA tumors were stratified as null or mosaic for *Ldha* expression.

**Fig. 2:**
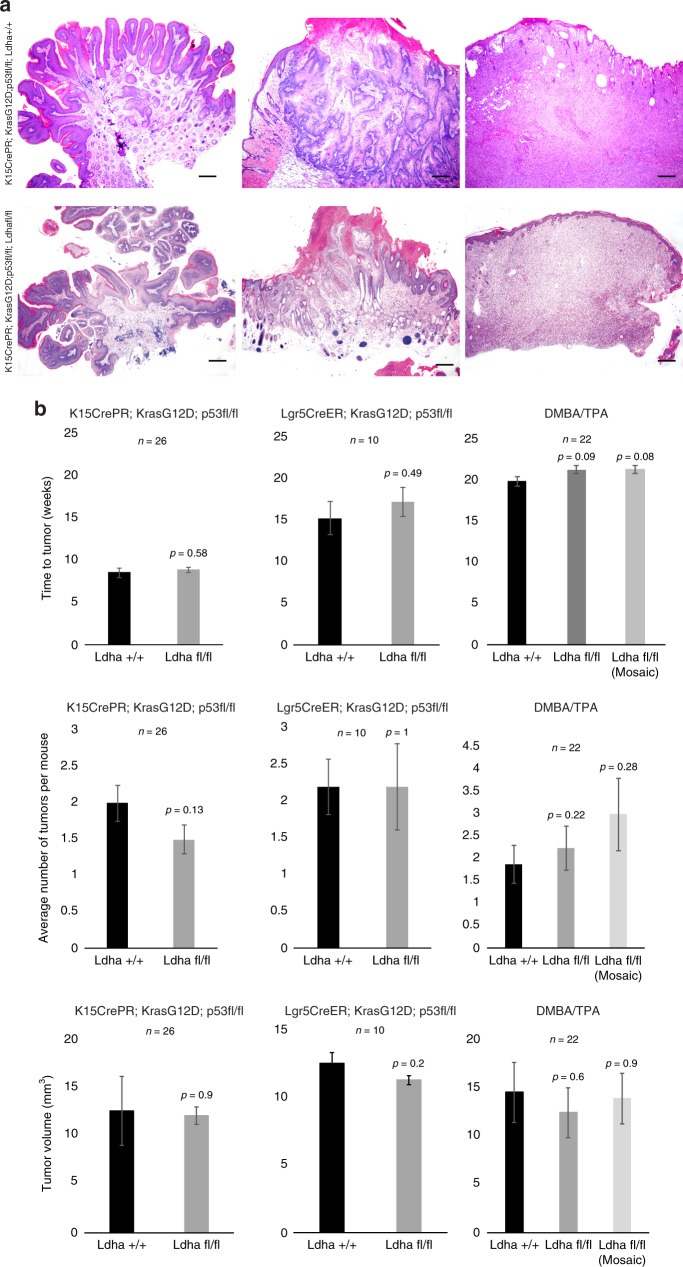
Loss of Ldha does not affect tumor initiation, progression or pathology. **a** Pathology of *Kras*G12D/*p53* induced tumors from HFSCs with and without *Ldha* deletion appear indistinguishable across tumorigenesis. Scale bars, 200 µm. **b** Quantification of time to tumor formation (left), the number of tumors formed, or the tumor volume showed no significant difference between *Ldha* expressing vs. *Ldha* deleted tumors. Also shown is results from animals where *Kras*G12D/*p53* was generated under the control of the *Lgr5CreER*, or in independent experiments where chemical carcinogenesis (DMBA/TPA) was carried out. Each bar represents the average across indicated values for *n*. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for each genotype versus wild-type control

We next attempted to more carefully characterize tumors generated from wild-type or *Ldha*-null HFSCs. *Ldha* wild-type and null tumors were not distinguishable pathologically; both sets of tumors showed hallmarks of spindle cell proliferation, papillomatous papulae, infiltration, etc (Supplementary Figure 2a). Because it has been suggested that tumor-generated lactate can suppress immune activity, we additionally explored the possibility that tumors could elicit distinct immune responses depending on their expression of *Ldha* (Supplementary Figure 2b and c). However, we were unable to detect a distinct pattern of immune response in the absence of Ldh activity. We also compared proliferation, epithelial to mesenchymal transition (EMT), markers of HFSC fate, and total gene expression (Supplementary Figure 3a). Staining for Ki67 to measure proliferation did not identify any significant difference between tumors that express or lack *Ldha*. Staining for markers of EMT showed that all tumors upregulated mesenchymal markers (such as fibronectin and tenascin C) and downregulated epithelial markers (such as keratin 14), regardless of *Ldha* status. HFSCs are known to express markers such as CD34 and Sox9 (as well as secrete Tnc)^22–24^. Immunostaining for these HFSC markers showed that tumors generated from HFSCs do indeed continue to express *Sox9* and *CD34*, and that this is not affected by loss of *Ldha*. Hypoxia is a common phenotype in a majority of malignant tumors and has been shown to alter tumor metabolism, vascularization, and epithelial-to-mesenchymal transition. There were no observed differences in hypoxia levels in tumors due to loss of *Ldha* (Supplementary Figure 3b). Finally, to identify any molecular changes in tumors due to loss of *Ldha*, we performed RNA-seq on six tumors that express *Ldha* versus six that were deleted for *Ldha*. 

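RNA-seq libraries from 10 cutaneous tumors were analysed here, 5 labelled *Ldha*-null and 5 labelled wild type, each from a separate mouse by the series description, whereas the text gives 6 and 6. The sample labels name the source as squamous carcinoma cells, while the protocol names fresh tumors and describes no sorting, so each library may hold RNA of stroma, vessels, leukocytes and adjoining skin besides that of carcinoma cells. Which of the paper's tumor models the sequenced tumors came from is not stated. Total counts were 15052860 to 17398949 per tumor (median 16595593) for the *Ldha*-null group and 12969508 to 17694201 (median 14988697) for the wild-type group. At least 1 FPKM was reached by 12367 genes in *Ldha*-null tumor 1 and by 14153 genes in *Ldha*-null tumor 5, the lowest and highest of the 10 tumors.

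The composition of the tumors differed widely within each genotype. In *Ldha*-null tumor 1, 12 genes of skeletal muscle such as *Ckm*, *Pvalb* and *Actn3* took 13.6% of all counts, against at most 0.0324% in any other tumor. *Krt14*, a keratin of basal keratinocytes, stood at 28399 FPKM in *Ldha*-null tumor 3 and 28691 FPKM in wild-type tumor 5, and at 138 FPKM in wild-type tumor 1. *Vim*, a mesenchymal filament, was lowest in *Ldha*-null tumors 1 and 3 and wild-type tumor 5, at 198, 869 and 1485 FPKM, and reached 6043 FPKM in wild-type tumor 1. The first principal component of the log2 CPM held 43.4% of the variance and set these 3 tumors apart from the other 7.

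Messenger RNA had been enriched on oligo(dT) beads by the authors, who removed low-quality reads, aligned the rest to the mouse genome (build mm10) with TopHat2, counted fragments per gene with HTSeq in union mode and computed FPKM. The library protocol is not described as keeping strand, so overlapping antisense genes cannot be separated. From the deposited counts, the 15176 genes that passed edgeR's expression filter were normalized by TMM and tested between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are printed as the deposited FPKM, as mean ± SEM. No pair of libraries within a genotype came close to counting noise, so all 10 were kept as separate samples.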

Following normalization, stringent analysis failed to detect significant gene expression changes associated with loss of *Ldha*. In particular, we examined the same genes described to be induced during SCC generation from HFSCs (Supplementary Figure 1), and found that none of these genes or pathways were distinctly different in tumors formed in the absence of Ldh activity (Supplementary Figure 3c). Collectively, these data suggest that *Ldha* is not essential for SCC tumor formation.

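*Ldha* RNA was present in every library, and its level did not separate the labels. The gene (ENSMUSG00000063229, mm10 chromosome 7, 46841475 to 46855627) was at 1883, 246, 1288, 542 and 324 FPKM in the libraries labelled *Ldha*-null 1 to 5, and at 390, 340, 345, 589 and 2824 FPKM in wild-type tumors 1 to 5. Its mean was 857 ± 316 FPKM in the libraries labelled *Ldha*-null and 898 ± 484 FPKM in wild-type tumors (SEM, n = 5 each). A two-sided exact permutation test gave p = 0.849, on log2 CPM scaled by TMM and not on these means. The fitted log2 fold change was 0.33, opposite in sign to the difference of these means, with a 95% interval of -1.66 to 2.32, and it was -0.55 without *Ldha*-null tumor 1 and 1.53 without wild-type tumor 5. The paper's text does not name the deleted part of the gene, and transcript from outside that part is still counted. The targeted transcript therefore does not check the labels here, while Ldh activity, Ldha protein and lactate were lower in *Ldha*-null tumors by the paper's other measures (Fig. 3), where some tumors were mosaic. Those measures do not settle which library is which.

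Across the transcriptome, 0 of 15176 genes differed between the genotypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p from that test was 0.999. At an unadjusted p under 0.05 there were 601 genes, 541 higher and 60 lower in the libraries labelled *Ldha*-null, while 5% of the tested genes is 759; without *Ldha*-null tumor 1 there were 194. limma-voom with sample quality weights called 0 genes, with 319 at an unadjusted p under 0.05. DESeq2 called 1 gene, *G0s2*, an inhibitor of triglyceride breakdown that is named after its values were seen, with a log2 fold change of 5.18 (standard error 1.12, adjusted p = 0.0488 from DESeq2, against an adjusted p of 0.999 from edgeR). *G0s2* stood at 144 FPKM in *Ldha*-null tumor 1 and at 10.7, 18.5, 1.29 and 1.66 FPKM in *Ldha*-null tumors 2 to 5, with 0.824 to 2.54 FPKM in wild-type tumors.

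Among the genes with the smallest p and higher values in the libraries labelled *Ldha*-null were *Plxdc2*, *Mill1*, *Igfbp5* and *Sec14l4*, none of which passed. *Plxdc2*, a transmembrane protein first described in vessels, was at 14.0 ± 1.72 FPKM against 7.21 ± 0.409 in wild-type tumors (SEM, n = 5), and every library labelled *Ldha*-null lay above every wild-type tumor (exact permutation test, p = 0.00794, the smallest this design allows). *Igfbp5*, which binds insulin-like growth factors, was at 12.7 ± 7.28 against 1.34 ± 0.276 FPKM, with 40.6 FPKM in *Ldha*-null tumor 1. Lower values with the smallest p were found for *Car5b*, *Ankrd29*, *Rps4l*, *Gldc* and *A330021E22Rik*, which did not pass either. *Car5b*, a mitochondrial carbonic anhydrase, was at 7.32 ± 1.31 against 13.6 ± 1.08 FPKM, and *Gldc*, an enzyme of glycine breakdown, at 0.354 ± 0.0659 against 1.00 ± 0.244 FPKM. Groups that did not overlap were found for 28 genes, 0.184% of those tested, where chance gives 0.794%.

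In simulated counts with the spread of these 10 tumors and 200 genes changed at once, the same test recovered 1.5% of genes changed 2-fold. It recovered 38.8% of those changed 4-fold and 65.2% of those changed 8-fold. A 2-fold change would therefore mostly not be detectable in these libraries. A gene changed alone was not simulated, so the shares for 4-fold and 8-fold changes may be too high for it. From the absence of significant expression changes, the staining of the tumors and the course of tumor formation, the paper proposes that *Ldha* is not essential for SCC tumor formation.

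**Figure D1:**
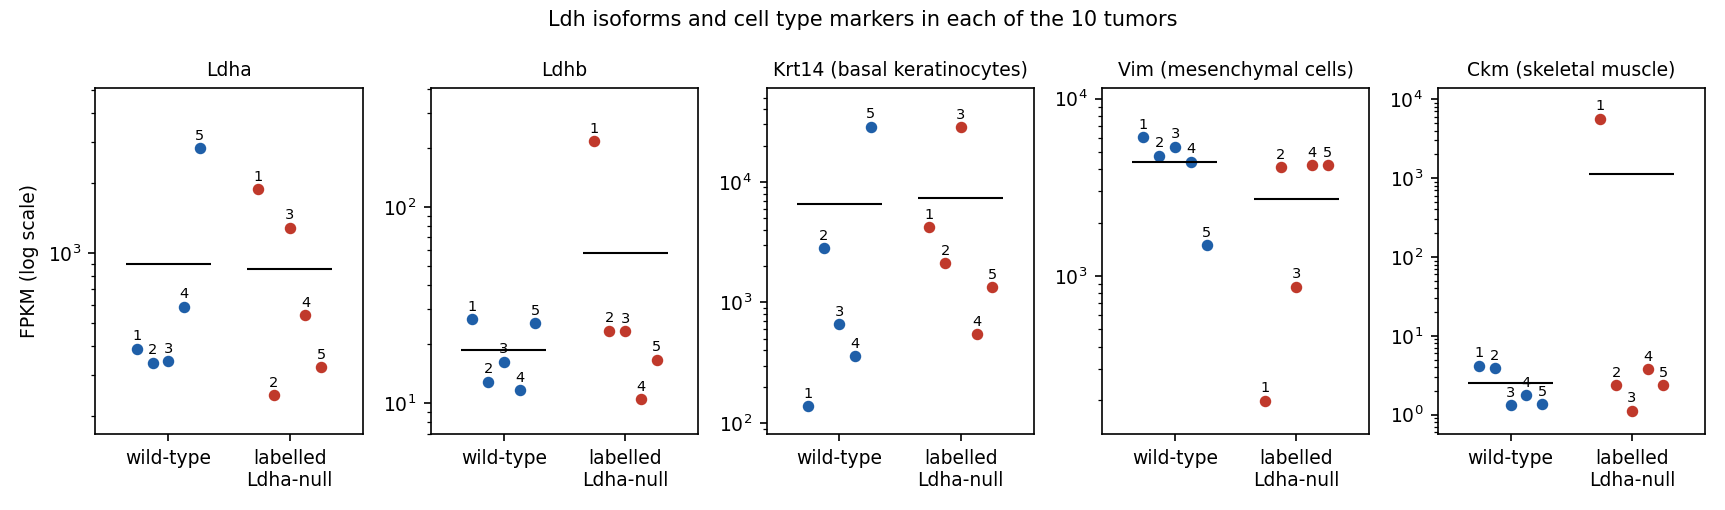
Level of 5 genes in each tumor (FPKM, log axis) by genotype label, with each point numbered by tumor and a black line at the mean of the 5 tumors. *Ldha* spans 246 to 1883 FPKM in the libraries labelled *Ldha*-null and 340 to 2824 FPKM in wild-type tumors, and *Ckm* is at 5646 FPKM in *Ldha*-null tumor 1.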

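Glycolytic enzymes, Ldh isoforms and the transporters of glucose, lactate and glutamine showed no difference that passed between the genotypes. Of 20 glycolytic enzymes, 0 passed edgeR's test (0 adjusted over the list alone), 3 had an unadjusted p under 0.05, and 11 had a positive and 9 a negative log2 fold change. *Eno3*, the muscle enolase, was at 1169 ± 1127 FPKM in the libraries labelled *Ldha*-null and 69.6 ± 20.0 FPKM in wild-type tumors, and at 41.8 ± 14.4 FPKM without *Ldha*-null tumor 1. *Aldoa*, the aldolase of muscle and many other tissues, was at 4880 ± 3846 against 1231 ± 125 FPKM, and at 1035 ± 129 FPKM without that tumor. *Gapdh* stood at 6974 ± 2979 against 5126 ± 695 FPKM and *Hk2*, the inducible hexokinase, at 70.2 ± 22.0 against 57.5 ± 13.0 FPKM (SEM, n = 5), and without that tumor both lay below the wild-type mean, at 4011 and 49.3 FPKM. *Pkm* was at 1182 ± 148 against 922 ± 172 FPKM. *Eno1*, *Gapdh*, *Pgk1* and *Ldha* have processed pseudogenes, and reads shared with those copies may be lost or split in the counts.

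Among the Ldh isoforms, *Ldhb* (ENSMUSG00000030246, chromosome 6, 142490249 to 142507957) was at 216 FPKM in *Ldha*-null tumor 1 and at 10.5 to 26.8 FPKM in the other 9 tumors. Its log2 fold change of 2.32 (standard error 0.99, adjusted p = 0.999 in edgeR's quasi-likelihood test) became 0.0034 without that tumor. *Ldhd* (chromosome 8, 111623785 to 111630374), which acts on D-lactate, was at 3.06 ± 0.545 against 2.11 ± 0.758 FPKM, with a log2 fold change of 0.87 (95% interval -0.43 to 2.18) that was 0.30 without *Ldha*-null tumor 1 and 1.42 (95% interval 0.16 to 2.68, not past the threshold) without wild-type tumor 2. *Ldhc* (chromosome 7, 46861203 to 46878142), the testis isoform, had too few counts to be tested, at a mean of 0.012 against 0.014 FPKM.

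*Slc2a4*, the insulin-responsive glucose transporter of muscle and fat, had the largest log2 fold change of the genes drawn in the paper's figures, 5.95, from 313 FPKM in *Ldha*-null tumor 1; without it the mean was 1.46 ± 0.292 FPKM, against 1.77 ± 0.866 in wild-type tumors. *Slc2a1*, the main glucose transporter of proliferating cells, was at 113 ± 35.3 against 175 ± 78.6 FPKM, with 484 FPKM in wild-type tumor 5 and a wild-type mean of 98.1 FPKM without it. The lactate carriers *Slc16a1* and *Slc16a3* were at 17.7 ± 2.60 against 20.8 ± 5.30 FPKM and at 77.0 ± 26.8 against 57.2 ± 19.2 FPKM, with *Slc16a3* in the libraries labelled *Ldha*-null at 54.8 FPKM without *Ldha*-null tumor 1. *Mpc1*, of the mitochondrial pyruvate carrier, stood at 13.6 ± 8.27 against 6.50 ± 0.788 FPKM, and at 5.40 ± 1.44 FPKM without *Ldha*-null tumor 1. The glutamine transporter *Slc1a5* had a log2 fold change of 0.13 (standard error 0.37), and *Slc7a6* was at 7.47 ± 1.78 against 12.4 ± 2.71 FPKM. Of 4 measured glucose, 7 lactate or pyruvate and 6 glutamine transporters, 0 passed in each list, also adjusted over the list alone, and 1, 0 and 0 had an unadjusted p under 0.05.

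Over the 46 tested genes drawn in Supplementary Figures 1 and 3c together, 0 passed edgeR's test, 5 had an unadjusted p under 0.05 (*Slc2a4*, *Eno3*, *Aldoa*, *Ldhb* and *Pecam1*), and 23 were positive and 23 negative. Without *Ldha*-null tumor 1, 16 were positive and 30 negative, and all 46 lay between -0.78 and 0.76 in log2 fold change. The 95% interval stayed within 2-fold for 4 of the 46 genes and spanned more than 4-fold from end to end for 32, which leaves moderate differences open for most of them.

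**Figure D2:**
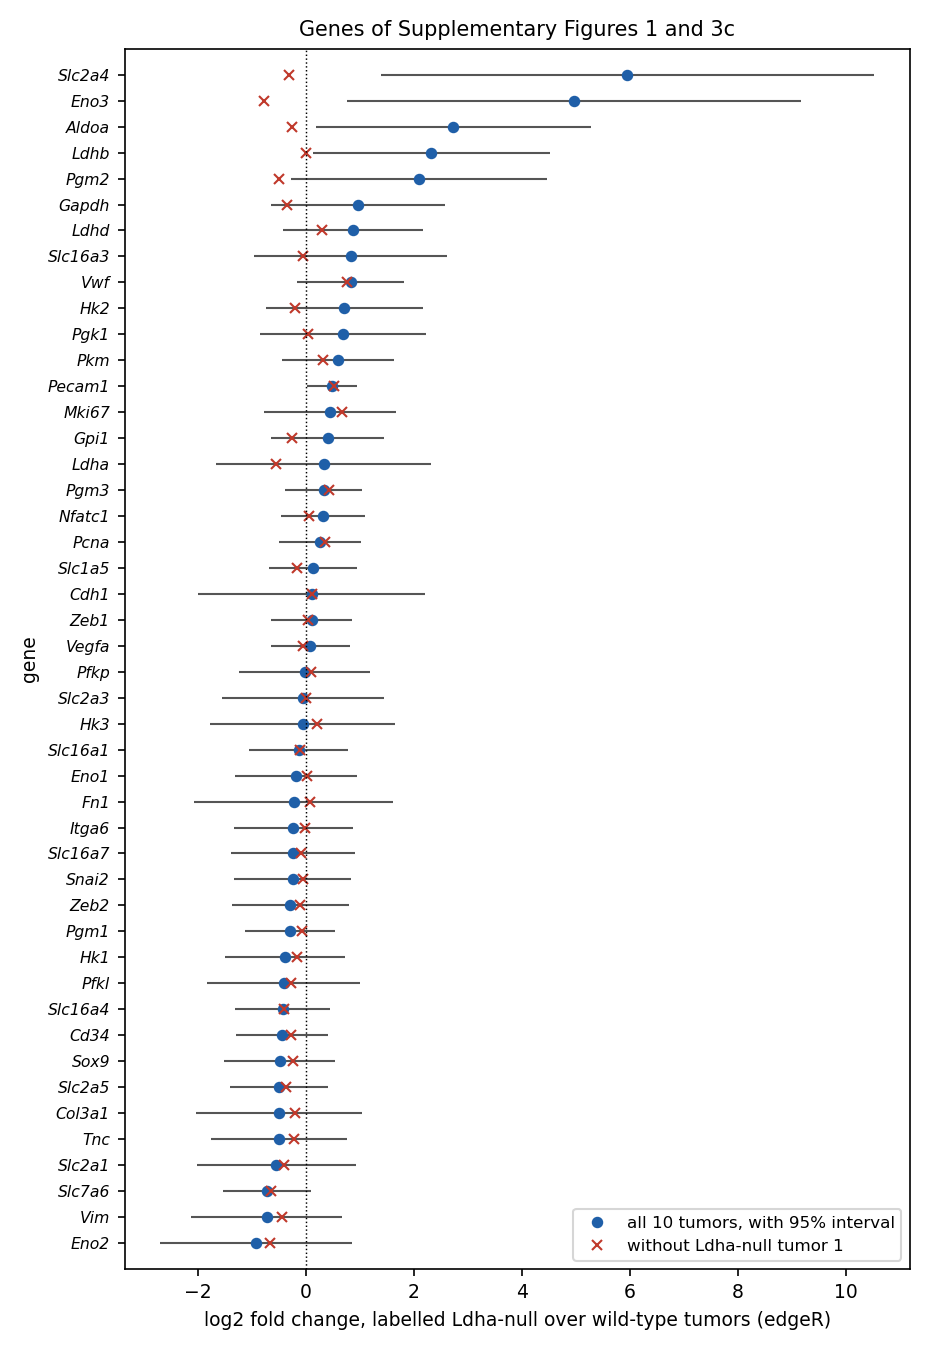
Log2 fold change between the libraries labelled *Ldha*-null and wild-type tumors for the 46 tested genes of Supplementary Figures 1 and 3c, with the 95% interval as a line, and the value without *Ldha*-null tumor 1 as a cross. *Slc2a4* lies at 5.95 and *Eno3* at 4.96 with all tumors, and at -0.31 and -0.78 without that tumor.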

### Measuring metabolism in *Ldha*-null tumors

One explanation for the lack of effect of loss of *Ldha* on tumor formation could be that another Ldh isoform (*Ldhb, Ldhc*, or *Ldhd*) was able to compensate for the loss. To determine whether *Ldha*-null tumors had indeed lost Ldh enzymatic activity, we assayed activity with several independent methods. First, we used an in situ activity assay to identify tumors or areas within tumors that show Ldh activity. All tumors genotypically positive for *Ldha* showed robust Ldh activity (Fig. 3a). Amongst the *Ldha*-null tumors, most had completely lost Ldh activity in this assay, while some showed mosaic activity, presumably due to the inducible method of Cre recombination employed. There was no difference in appearance between the tumors that had full activity, lacked activity, or were mosaic for Ldh activity (Fig. 3a). Second, we examined Ldh activity in cell lysate from isolated tumors, which confirmed the absence of Ldh activity in *Ldha*-null tumors (Fig. 3b, c). Finally, we used LCMS-based metabolomics to measure the relative level of lactate in all the tumors analyzed. This analysis showed that lactate and most of the other glycolytic metabolites were dramatically lower in *Ldha*-null tumors (Fig. 3d). Relative levels of TCA cycle metabolite pools and glucose-labeled TCA metabolites were also analyzed in *Ldha* wild-type versus *Ldha*-null tumors and not many significant changes were observed (Supplementary Figure 4). In addition, the NAD^+^/NADH ratio was reduced in *Ldha*-null tumors, consistent with decreased oxidation of NADH to NAD^+^ (Fig. 3e). Further, animals were injected with [U-^13^C_6_] glucose prior to tumor harvesting to measure glucose utilization. Glucose labeling of lactate as well as all other examined glycolytic metabolites was dramatically reduced in *Ldha*-null tumors (Fig. 3f). Together, these data strongly suggest that the tumors formed in genotypically *Ldha*-null mice in fact lost Ldh activity without compensation from any other Ldh isoform (b, c, d).

**Fig. 3:**
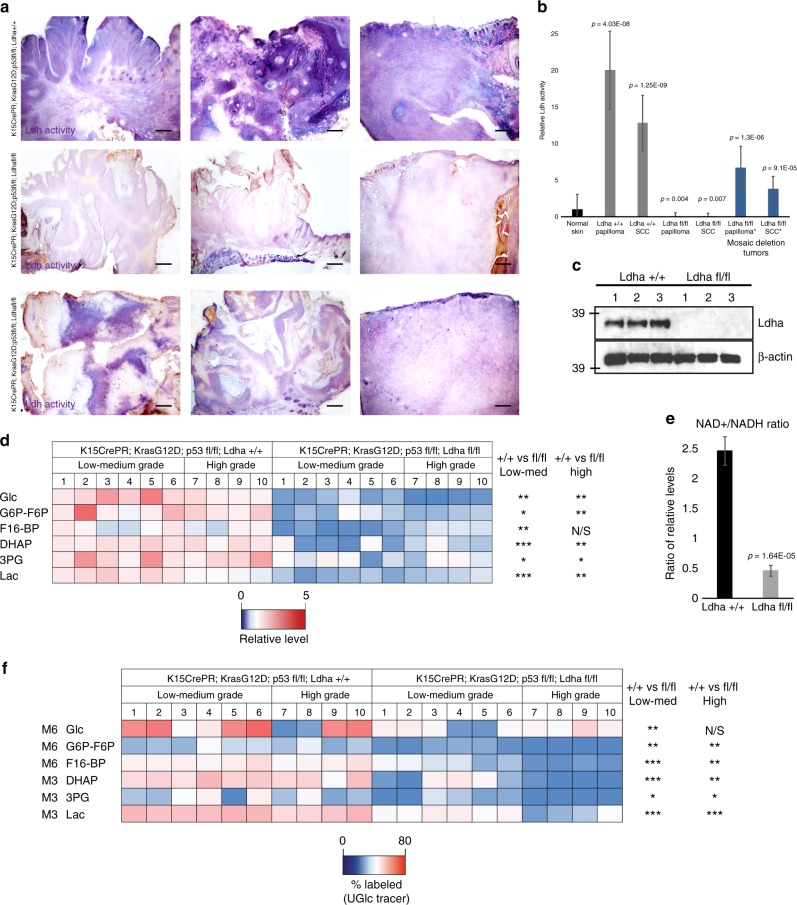
Metabolic effects of loss of Ldha during tumorigenesis. **a** In situ measurement of maximal Ldh activity in tumors with and without *Ldha* deletion shows a dramatic loss of activity in most tumors from the *Ldha* deletion mice (middle row). Activity is indicated by purple color; pink is a nuclear counterstain. In addition, some tumors formed in deletion mice show mosaicism for Ldh activity, presumably due to mosaic deletion of *Ldha* mediated by CrePR induced recombination. Scale bars, 200 µm. **b** Ldh activity in lysate derived from tumors of the indicated stages. Those samples with * indicated tumors that were deemed to be mosaic for *Ldha* deletion by the in situ assay. Each bar represents the average signal for each tumor type where *n* = 6 mice per tumor stage and genotype from 42 animals. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for each tumor type versus control skin. **c** Western blotting for *Ldha* protein indicated the effectiveness of the genetic deletion. **d** Heatmap depicts relative levels of glycolytic intermediates as measured by LCMS in tumors from animals with and without *Ldha* expression. Each column represents metabolite measurements from an individual animal, and 20 animals were used, 10 of each genotype. **e** NAD^+^/NADH ratio in *Ldha* wild-type (+/+) vs. *Ldha* null (fl/fl) tumors. Each bar represents the relative NAD^+^/NADH ratio where *n* = 10 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for knockout versus wild-type tumors. **f** Heatmap depicts percentage of glycolytic intermediate isotopomers in tumors with indicated genotypes from animals IP injected with [U-^13^C_6_] glucose 15 min prior to tumor harvesting. For (**d**, **f**), ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; NS, *P* > 0.05. Student’s paired *t* test

To determine whether the depletion of glycolytic intermediates in *Ldha*-null tumors (Fig. 3d) was due to reduced glucose consumption, we performed FDG-PET on our mice with *Ldha* wild-type and null skin tumors. FDG is a glucose analogue that can be non-invasively imaged by positron emission tomography (PET)^25,26^. Tumors are known to be highly glycolytic and take up significantly more FDG than normal tissue, and this was observed in all tumors expressing *Ldha* (Fig. 4a). On the other hand, tumors null for *Ldha*, showed significantly less FDG uptake relative to *Ldha* wild-type tumors. This was the case in both tumors induced by *Kras*G12D/loss of *p53*, as well as tumors generated by DMBA/TPA (Fig. 4b). These data indicate that tumors deficient in Ldh activity abrogate their glucose uptake.

**Fig. 4:**
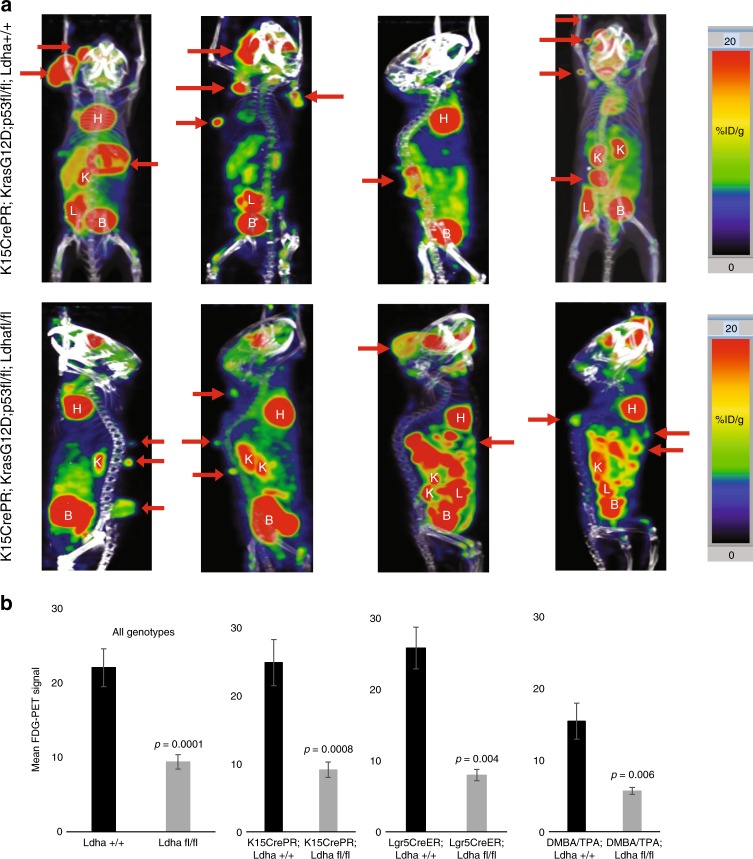
Absence of Ldha leads to decreased Glucose uptake in tumors. **a** Positron Emission Tomography imaging after injection of FDG, a glucose analogue was used to demonstrate the relative degree of glucose uptake across tumors formed in the indicated genotypes. Red coloration indicates a high level of glucose uptake, and further demonstrates that SCC tumors are highly glycolytic. Red arrows indicate tumors. H = heart, K = kidney, L = liver, B = bladder. **b** Quantification of FDG-PET signal showed that *Ldha* null tumors (from either *K15CrePR*, *Lgr5CreER*, or DMBA/TPA mice) consistently show lower glucose uptake. Each bar represents the mean FDG-PET signal where *n* = 6 mice per genotype. Shown as mean ± SEM. Student’s paired *t* test was performed, *P* < 0.05 shown for knockout versus wild-type tumors

### Abgrogation of Ldh activity during tumor progression

The fact that loss of Ldh activity did not affect tumor initiation raised the possibility that lactate production is important for tumor progression as opposed to tumor initiation. To test this hypothesis, we administered DMBA/TPA for several weeks until the first signs of tumorigenesis^27–29^ then deleted *Ldha* by Cre activation with Mifepristone in transgenic animals. The experiment was allowed to continue for several more weeks, and the results were quantified. We were unable to detect an effect of loss of Ldh activity even in existing tumors (Fig. 5a). Deletion of *Ldha* in the midst of tumor formation did not affect the timing or degree of tumorigenesis (Fig. 5b). *Ldha* deletion was confirmed by in situ staining for Ldh (Fig. 5c), Ldh activity in tumor lysate (Fig. 5d), and western blotting (Fig. 5e).

**Fig. 5:**
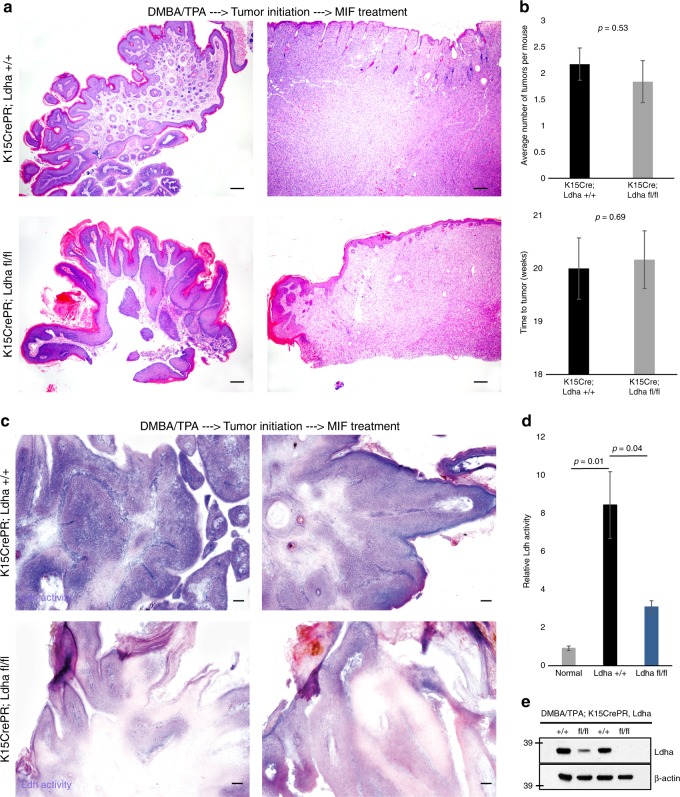
Deletion of Ldh activity in nascent tumors does not affect tumor progression. **a** Taking advantage of chemical carcinogenesis coupled with transgenic deletion of *Ldha*, we allowed tumor initiation to begin and then deleted *Ldha* by administration of Mifepristone in transgenic animals. Haematoxylin and Eosin stain shows similar histology in wild-type and Lda-null tumors. Scale bars, 200 µm. **b** Quantification of tumor formation and progression failed to uncover an effect of loss of *Ldha*. Each bar represents the mean where *n* = 12 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *p* < 0.05 shown for knockout versus wild-type tumors. **c** In situ Ldh activity assay confirmed that deletion of *Ldha* after tumorigenesis had begun was effective at abrogating Ldh activity in tumors. Activity is indicated by purple color; pink is a nuclear counterstain. Scale bars, 100 µm. **d** A plate reader assay for Ldh activity also showed that the *Ldha* deletion was effective. Each bar represents the relative ldh activity signal for each genotype type, where *n* = 6 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *p* < 0.05 shown for each tumor genotype vs. control skin. **e** Western blotting for *Ldha* and a loading control to show the effectiveness of *Ldha* deletion after tumor initiation

### Stimulation of Ldh activity during tumorigenesis

To complement the *Ldha* deletion experiments, we examined whether enhancing Ldh activity influences SCC tumorigenesis. For this purpose, we genetically induced lactate production through the deletion of mitochondrial pyruvate carrier (*Mpc1*), an obligate component of the mitochondrial pyruvate carrier. We and others previously showed that inhibiting the ability of pyruvate to enter the mitochondria leads to increased Ldh activity^17,30^, and deleting *Mpc1* with *K15CrePR* or *Lgr5CreER*-mediated recombination effectively increases lactate production specifically in HFSCs^17^. Here, we used a floxed *Mpc1* allele in conjunction with DMBA/TPA to induce tumorigenesis in cells with enhanced Ldh activity. Deletion of *Mpc1* in these tumors led to a two-fold increase in Ldh activity, (Fig. 6c, d). However, as with Ldh deletion, Ldh activation failed to affect the timing or degree of tumorigenesis (Fig. 6a, b). We also considered the possibility that the combination of *Kras*G12D and *p53* loss may be  too  potent  for *Mpc1* loss to further increase tumorigenesis. To address this possibility, animals were created that coupled *Mpc1* loss to the single oncogenic hit of *Kras*G12D (Fig. 6e), which, when induced in HFSCs, only leads to benign hyperplasia in the follicle^15^. However, although Ldh activity (Fig. 6f) and lactate labeling by glucose carbons (Fig. 6g) were elevated by *Mpc1* loss, the rate or degree of tumorigenesis was unaltered in this model (Fig. 6a, b).

**Fig. 6:**
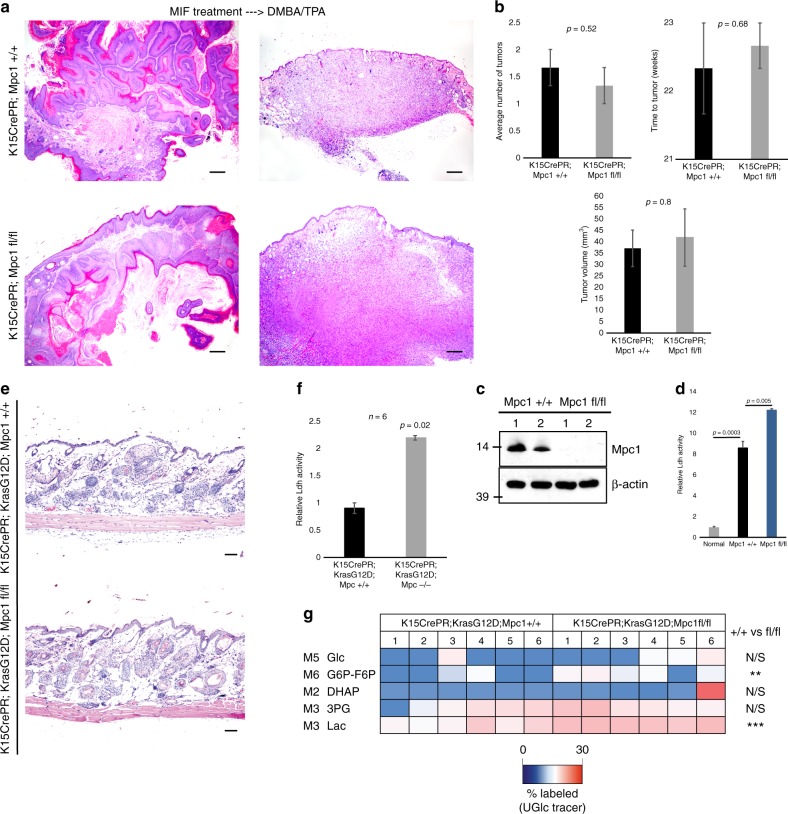
Induction of Ldh activity by deletion of mitochondrial pyruvate transport does not affect tumor initiation or progression in SCC. **a** Coupling DMBA/TPA carcinogenesis to transgenic deletion of mitochondrial pyruvate carrier function allowed for an examination of tumorigenesis following stimulation of Ldh activity. Haematoxylin and eosin stain shows similar histology in wild-type and *Mpc1*-null tumors. Scale bars, 200 µm. **b** Quantification of time to tumor formation, number of tumors, and tumor volume formed showed that *Mpc1* deletion did not affect tumorigenesis. Each bar represents *n* = 12 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for knockout vs. wild-type tumors. **c** Western blotting indicated that the genetic deletion of *Mpc1* was effective. **d** Ldh activity on lysate from normal skin and wild-type vs. *Mpc1*-null tumors. Each bar represents the relative Ldh activity signal for each genotype type where *n* = 12 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for each tumor genotype vs. control skin. **e** Mice with just gain of *Kras*G12D were crossed with floxed-*Mpc1* mice to generate one-hit mice with and without *Mpc1* expression. Haematoxylin and eosin stain shows similar hyperplasia in wild-type and *Mpc1*-null tumors. Scale bars, 100 µm. **f** *Ldha* activity in lysate generated from wild-type vs. *Mpc1*-null tumors. Each bar represents the relative Ldh activity signal for each genotype type, where *n* = 3 mice per genotype. Shown as mean ± SEM. Paired *t* test was performed, *P* < 0.05 shown for wild-type vs. knockout hyperplastic skin. **g** [U-^13^C_6_]glucose tracing for glycolytic intermediates shows that while glucose uptake did not change, the production of lactate was increased by loss of *Mpc1* in HFSCs. Labeled metabolites were extracted and analyzed by LC–MS from hyperplastic tissue from each genotype. Heatmap depicts percent labeled glycolytic intermediate isotopomers from tissue isolated from six mice per genotype. Student’s paired *t* test was performed, ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; NS, *P* > 0.05; *n* = 12

### Examination of metabolite flux in the absence of Ldh activity

These data suggest that aerobic glycolysis is not necessary for tumor initiation or progression. It is thought that the increased glucose uptake and lactate production characterized by the Warburg effect increases the availability of metabolic intermediates needed for macromolecule biosynthesis. We therefore examined whether *Ldha*-null tumors use alternative carbon sources to fuel biosynthetic processes. Recent studies have shown that lactate in the blood can readily be used as a carbon source to power the TCA cycle. Although lactate is thought to be metabolized primarily through Ldh-dependent pyruvate generation, we considered whether *Ldha*-null tumors could oxidize imported lactate via alternative dehydrogenases to power the TCA cycle. To test this possibility, we injected mice with [U-^13^C_3_] lactate and performed metabolomics on both wild-type and *Ldha*-null tumors. However, there was no significant difference in the amount of lactate uptake in the absence of Ldh activity (Fig. 7a). While metabolomic analyses showed lactate lactate-labeling of TCA cycle intermediates including citrate, alpha-ketoglutarate, succinate, fumarate, and malate, though there was no significant difference in labeling between wild-type or *Ldha*-null tumors (Supplementary Figure 5).

**Fig. 7:**
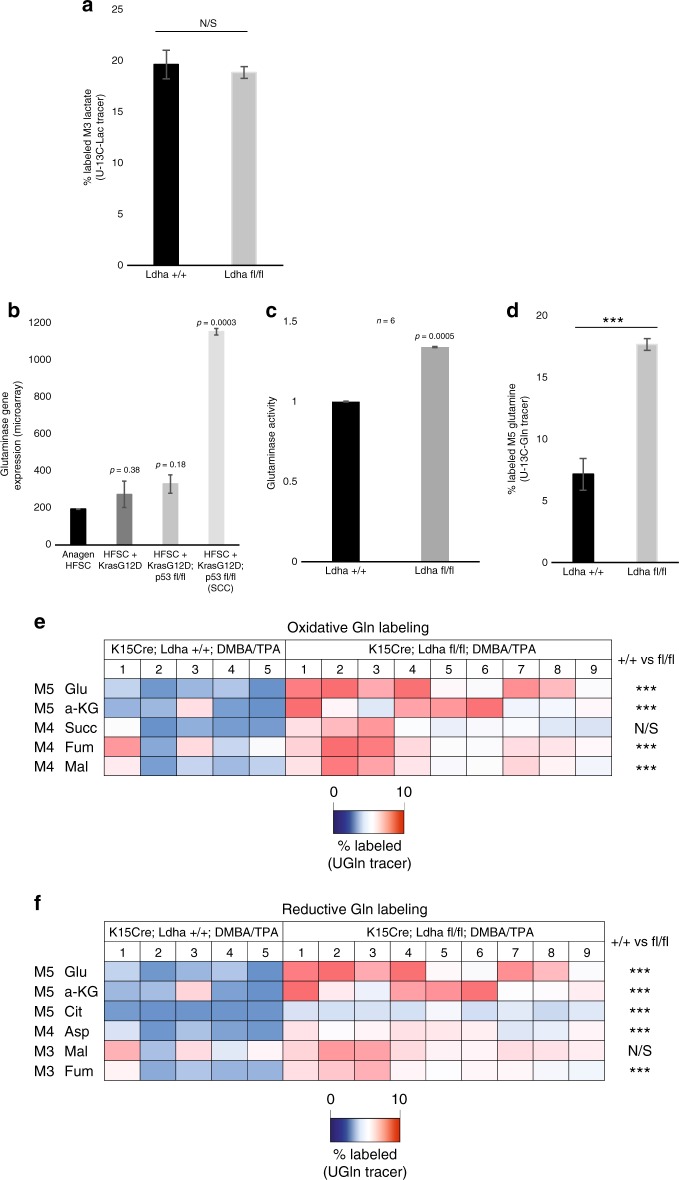
Glutamine uptake and metabolism are elevated Ldha-null tumors. **a** Percentage of M3 lactate in *Ldha* +/+ vs. fl/fl tumors from mice injected with [U-^13^C_3_]lactate 15 min prior to tumor harvesting and metabolite extraction. Student’s paired *t* test was performed, ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; NS, not significant; *n* = 12. **b** Glutaminase mRNA levels in HFSCs at various stages of tumorigenesis. Each bar represents *n* = 3 mice per condition. Shown as mean ± SEM. Student’s paired *t* test is shown for each condition vs. anagen HFSCs. **c** Glutaminase activity in lysate from wild-type and *Ldha*-null tumors. Each bar represents the relative glutaminase activity signal for each genotype type, where *n* = 3 mice per genotype. Shown as mean ± SEM. Student’s paired *t* test was performed, *P* < 0.05 shown for wild-type vs. knockout tumors. **d** Percentage of M5 glutamine in *Ldha* +/+ vs. fl/fl tumors from mice injected with [U-^13^C_5_]glutamine 15 min prior to tumor harvesting and metabolite extraction. Student’s paired *t* test was performed, ^∗^*P* <  0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; NS, not significant; *n* = 12. **e**–**f** Heatmaps depict percentage of TCA cycle intermediate isotopomers in oxidative and reductive glutamine metabolism, respectively, in tumors with the indicated genotypes. Animals were IP injected with [U-^13^C_5_] glutamine 15 min prior to tumor harvesting. Student’s paired t-test was performed; ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; NS, not significant; *n* = 14

Finally, we examined whether *Ldha*-null tumor cells increase glutamine utilization from the environment as a carbon source. Glutamine is imported into the cell through the Slc1a5 transporter and can fuel the TCA cycle through glutaminase-mediated conversion to glutamate. mRNA levels of both *Slc1a5* and glutaminase were upregulated in HFSC-induced SCC (Fig S1 and Fig. 7b), raising the possibility that glutamine metabolism may be increased in SCC formation^35^. To determine whether loss of Ldh activity promotes glutamine metabolism, we measured glutaminase activity in tumor lysate. *Ldha*-null tumors exhibited elevated glutaminase activity relative to wild-type tumors (*n* = 6) (Fig. 7c). In addition, tumor glutamine metabolism was assessed through tumor glutamine tracing with injected [U-^13^C_5_] glutamine. Metabolomics analysis of glutamine-labeled tumors indicated that *Ldha*-null tumors did indeed take up more glutamine than wild-type tumors (Fig. 7d). Moreover, *Ldha*-null tumors showed increased glutamine labeling of several TCA cycle metabolites via oxidative glutamine metabolism (Fig. 7e) and reductive glutamine metabolism (Fig. 7f), consistent with increased use of glutamine as a biosynthetic carbon source in the absence of Ldh activity.

## Discussion

Based on decades of research showing that nearly all tumors display increased lactate production, our null hypothesis was that deletion of *Ldha* would block tumor formation from HFSCs. In addition, *Ldha* deletion in a model of lung tumor formation caused tumors to regress^11^. Despite the fact that this lung model also used *Kras*G12D and floxed *p53*, the outcome was different than what was observed here in a model of cutaneous SCC. The difference could be due to performing the experiments in distinct tissues, but the lung study also used deletion of *Ldha* in the entire tissue, and deleted *Ldha* only after tumors were established^11^. Altered metabolism of cells in the lung tumor environment due to global *Ldha* deletion may have resulted in a different outcome. Alternatively, the lung and the epidermis are distinct tumor environments with distinct nutrient availabilities. The tumor environment may enable cutaneous SCC to adapt to nutrients generated by other cells of the epidermis, whereas alternative nutrient limitation may necessitate lung cancer dependence on glucose metabolism. In fact, a recent study showed that only certain types of lung tumors are sensitive to inhibition of glycolysis and certain lung tumors require inhibition of both glycolysis and glutamine pathways to block tumorigenesis^5^, suggesting that different types of tumors have different metabolic requirements. In addition, Ldh expression appears to be distinct between the lung and skin. In the lung, it appeared from the Seth et al. study that *Ldhb* is expressed significantly higher than *Ldha*, while the reverse is true in the skin^11,17^ (Fig. 1). It is interesting that after deletion of *Ldha*, cutaneous SCC still formed from HFSCs without compensation by *Ldhb*. Furthermore, deletion of *Ldha* in SCC appeared to strongly abrogate total Ldh activity, demonstrating that *Ldha* is the dominant isoform in the skin model.

Previous studies have shown *LDHA* expression predicts worse survival in clear cell renal cell carcinoma^21^, cholangiocarcinoma^30^, and breast cancer^31^. Taking advantage of multiple databases for human cancers and a novel aggregator called CANCERTOOL^32^, it is clear that *LDHA* expression is increased in a variety of human cancers (Supplementary Figure 6a). However, despite this increase in expression (and presumably activity), *LDHA* expression levels do not universally correlate with patient outcomes (Supplementary Figure 6b). The fact that *LDHA* expression does not always predict survival even in human tumors in which it is upregulated is consistent with our findings that *Ldha* expression is elevated in SCC but not required for SCC tumor growth in the mouse skin and may underlie fundamental differences in metabolic dependencies or enhanced metabolic flexibility of squamous cell carcinomas relative to other tumor types.

In the current study, we found that deletion of *Ldha* neither before nor after tumor formation had an effect on the outcome, demonstrating that Ldh activity in cancer cells of origin is not required for tumor initiation or progression in SCC. These results are consistent with the notion that high Ldh activity in tumors could be due to the fact that at least some cancer cells of origin are high in Ldh activity. Indeed, if the Warburg nature of SCC is more a reflection of expansion of phenotype of the cell from which it arose (Supplementary Figure 3), this could explain why loss of Ldh activity had no significant effect on tumorigenesis. It is also possible that the increased Ldh activity observed in tumors could be oncogene or even tissue dependent, and additional studies are necessary to determine to what extent cell of origin, tumor suppressors, oncogenes, and tumor microenvironment contribute to this common phenotype.

The longer-term question is why do tumors produce so much lactate if it is not required for their initiation or maintenance? Lactate was previously considered simply a waste product of glycolysis, which could explain why loss of lactate production in SCC does not appear to have a consequence in our model. On the other hand, recent studies have indicated that lactate is potentially an important molecule to suppress the immune response to tumor formation, affect angiogenesis, acidify the microenvironment, and increase the motility of cancer cells. Additionally, the conversion of pyruvate to lactate by Ldh enzyme produces NAD^+^, and the NADH/NAD^+^ ratio is thought to be important in numerous oxidoreductase-based metabolic reactions (reviewed in refs. ^27–29^). As a result, some have argued that the entire purpose of the Warburg effect is to produce lactate for the sake of driving these events that are known to be important for tumor formation^27^.

In light of data showing that lactate can act at a distance, it is also important to consider where lactate is produced. Two studies in mouse and human demonstrated that in fact lactate is found at very high concentration in the blood and can even be used to power the TCA cycle in both normal tissue and tumors ^27,33^. It is known that tissues such as muscle are highly glycolytic and produce lactate that ends up in the circulation^35–37^. It is thought that lactate produced in the muscle then can act at a distance in a process known as the lactate shuttle, to participate in gluconeogenesis and even act as an agonist with the hormone receptor GRP81, such that lactate potentially acts as a “lactormone” ^27^. It is tempting to speculate that the lactate produced by tumors is meant to act as a signal to alert the entire body to the presence of a metabolic disruption, and therefore loss of lactate production in SCCs would not affect the progression of the tumor in our murine model, but instead how the entire system may respond to tumor formation.

Our original hypothesis based on the expression pattern and activity of *Ldha* during SCC progression was that Ldh inhibition would abrogate tumor growth. However, the data demonstrate instead that while in vivo deletion of *Ldha* did affect the metabolism of the tumors formed, this did not affect cancer cell proliferation, survival, pathology, immune response etc. Perhaps in vitro data showing that Ldh inhibition can block tumor growth are incomplete because tumor cells in vivo can take up lactate from the blood to make up for the loss of Ldh activity in the treated cells. Metabolomics data from SCCs without Ldh activity showed that whether tumors are making lactate or taking it up from the circulation, not only is the pool of lactate low in SCCs, but also lactate production is low. Furthermore, the lack of Ldh activity also corresponded to a negative feedback whereby all the glycolytic metabolites were decreased, suggesting that increased glucose utilization in general is not required for tumor initiation or progression in SCC. These results could provide a simple explanation for why several efforts to exploit Ldh inhibition to treat cancer have not progressed beyond early stage clinical trials.

Recent studies have suggested that tumors are metabolically flexible, which could explain why loss of Ldh activity did not affect initiation or progression of SCCs. In this scenario, tumors lacking the ability to use glucose to produce lactate simply take up other metabolites, such as glutamine to generate products necessary for increased biomass during proliferation. In response to loss of glucose catabolism, oxidative and reductive glutamine metabolism could be simultaneously increased across a tumor mass as a result of heterogeneity of oxygen tension across the tumor. Hypoxia is known to promote tumor reductive glutamine metabolism^38^, so it is conceivable that hypoxic regions could exhibit increased reductive glutamine metabolism whereas better perfused regions could exhibit enhance oxidation glutamine metabolism.

We used glutamine labeling to trace uptake and metabolism and did indeed find that *Ldha*-null tumors took up and used more glutamine to power their metabolism. Although there was no difference in [U-13C3] lactate labeling of TCA cycle metabolites, *Ldha*-null tumors increased uptake and TCA cycle metabolism of [U-13C5] glutamine, suggesting the use of glutamine as a carbon source to compensate for reduced glycolysis/glucose metabolism. These results suggest that *Ldha*-null tumors may be sensitized to glutaminase inhibition^35^. An outstanding question from this work is to understand whether this increased glutamine uptake and utilization compensates for loss of glucose metabolism in the absence of Ldh activity. It is possible that dual inhibition of both Ldh activity and glutamine uptake or glutaminase could potentially starve tumors by circumventing their metabolic flexibility, and this will be the focus of effort going forward.

## Methods

### Animal experiments

All animal experiments and related procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at UCLA in facilities run by the UCLA Department of Laboratory Animal Medicine (DLAM). Animal strains came from Jackson Labs (*K15-CrePR, Lgr5-CreER*), the National Cancer Institute Mouse Models of Human Cancers Consortium repository (LSL-*Kras*G12D and *p53*fl/fl), the Rutter (Mpcfl/fl) and Seth laboratories (*Ldha*fl/fl) and were maintained under conditions set forth by IACUC and UCLA Animal Resource Committee. For tumor initiation experiments, *K15-CrePR* animals were shaved and treated by injection of mifepristone, and *Lgr5-CreER* animals were shaved and treated with tamoxifen (200 μl of 10 mg ml^−1^ dissolved in filtered sunflower seed oil daily for 3 days) during telogen (7–8 weeks postnatal), and monitored for hair and tumor growth following shaving. Tumors generated in *K15-CrePR* animals were harvested for analysis 8–9 weeks post mifepristone induction, and tumors generated in *Lgr5-CreER* animals were harvested 14–16 weeks post tamoxifen induction. For tumor progression experiments, tumors were generated in *K15-CrePR* and *Lgr5-CreER* animals floxed for either *Ldha* or *Mpc1* by cutaneous two-stage chemical carcinogenesis^39^. Briefly, transgenic animals (7–8 weeks postnatal) were shaved and treated once on the shaved dorsal skin with 200 nmol of DMBA dissolved in acetone. One week later, 5 nmol TPA dissolved in 100% ethanol was applied to the dorsal skin. In total, 5 nmol TPA treatment continued twice a week for the duration of the experiment. At the first visible sign of tumor formation, *K15-CrePR* and *Lgr5-CreER* mice were treated with mifepristone and tamoxifen, respectively to delete *Ldha* or *Mpc1*. Mifepristone or tamoxifen were administered by intraperitoneal injection (200 μl of 10 mg ml^−1^ dissolved in filtered sunflower seed oil daily for 3 days). Tumors were harvested for analysis 19–20 weeks post initial DMBA treatment. Both male and female animals were used in this study in approximately equal numbers with no apparent difference in phenotype between genders. All animals shown were maintained on a mixed C57BL6/FVB background. No statistical measure was used to determine the sample size beforehand. The results described include data from all treated animals. The investigators were not blinded to allocation during the experimental data collection, nor were the experiments randomized. The results shown are representative images from at least three independently treated animals per genotype as denoted in each experimental legend, and genotyping was performed both before and after animal treatment for confirmation.

### Histology and immunostaining

Tumors were isolated from animals of indicated genotypes and embedded fresh in OCT compound for frozen tissue preparations, or fixed overnight in 4% formalin and embedded in paraffin. Formalin-fixed paraffin-embedded (FFPE) tumor sections were cut at 5 μm and fresh frozen tumors in OCT compound were cut at 10 μm for hematoxylin and eosin staining, and immunostaining. Immunohistochemistry on FFPE tissue sections was performed (White et al.^15^). Briefly, paraffin-embedded tumor sections were de-paraffinized, rehydrated, and blocked in staining buffer containing appropriate control IgG (goat, rabbit etc.). Antigen retrieval was performed on formalin-fixed paraffin-embedded tumor sections with citrate or Tris-EDTA buffers for 30 min at 95 °C with the following antibodies: Ki-67 (Abcam, ab16667, 1:50), p-S6 (Cell Signaling, CST2215, 1:50), Sox9 (Abcam, ab185230, 1:1,000), CD34 (Abcam ab81289, 1:1000), K14 (Covance, PRB-155P, 1:800), Fibronectin (Abcam, ab2413, 1:250), Tenascin C (Abcam ab108930, 1:500). The DAKO EnVision + HRP Peroxidase System (Dako K400911-2) and Dako AEC Substrate Chromogen (Dako K346430-2) was used for detection. Images were collected on an Olympus BX43 Upright Microscope. For hypoxia staining, Hypoxyprobe^TM^-1 solution (pimonidazole HCl) (Hypoxyprobe, HP3-100Kit) was administered to mice by intraperitoneal injection at a dosage of 60 mg/kg 45 min before harvest of skin. Tissue was embedded, sectioned, and stained as described above using affinity purified anti-pimonidazole rabbit antisera containing 0.09% sodium azide and 1% BSA (PAb2627AP, 1:100).

### Western blotting

Fresh tumor samples were homogenized with a tissue microgrinder followed by mechanical dissociation with a syringe and cell lysis in RIPA buffer (Pierce) with Halt protease and phosphatase inhibitors (Thermo-Fisher) on ice. After removing insoluble material by centrifugation at 8000*g* at 4 °C for 5 min, total protein concentration was determined using the BCA assay kit (Pierce) per manufacturer’s protocol with a microplate reader. Twenty micrograms of protein per tumor sample was diluted in SDS-PAGE gel electrophoresis sample buffer (Bio-Rad) and boiled at 95 °C for 5 min. Denatured proteins were resolved on SDS-PAGE gels (NuPAGE Novex Gels, Thermo-Fisher) and transferred onto PVDF membranes (Bio-Rad). Blocking was done with 5% milk in PBST, and then membranes were incubated with primary antibodies; β-actin (Abcam, ab8227; 1:1000), Ldha (Cell Signaling, CST2012; 1:1000), *Mpc1* (Sigma HPA045119; 1:500) overnight at 4 °C. After washing, membranes were incubated with peroxidase-conjugated secondary antibodies for 1 h at room temperature. Signals were detected with Pierce ECL Western Blotting Substrate following washes.

### Ldh activity assay in tumor lysate

Ldh activity was determined in tumor cell lysates by measuring the formation of soluble XTT formazan in direct relation to production of NADH over time at 475 nm at 37 °C using a SynergyMX plate reader (Biotek Instruments). Fresh tumor samples were homogenized with a tissue microgrinder followed by mechanical dissociation with a syringe and cell lysis in RIPA buffer (Pierce) with Halt protease and phosphatase inhibitors (Thermo-Fisher) on ice. After removing insoluble material by centrifugation at 8000*g* at 4 °C for 5 min, total protein concentration was determined using the BCA assay kit (Pierce) per manufacturer’s protocol with a microplate reader. Ten micrograms of protein was used per well for each tumor. Samples were run in triplicates. The staining solution contained 50 mM Tris buffer pH 7.4, 150 μM XTT (Sigma), 750 μM NAD (Sigma), 80 μM phenazine methosulfate (Sigma), and 10 mM of substrate lactate (Sigma). Ldh activity was determined in cell lysates by measuring the change in absorbance of their common substrate or product, NADH, over time at 340 nm at 25 °C using a Synergy-MX plate reader (Biotek Instruments).

### In situ Ldh assay

Ten-micron cryostat sections of fresh frozen tumors were briefly fixed (4% formalin for 5 min), washed with PBS pH 7.4 for 10 min, and then incubated with the appropriate solution for Ldh activity. Ldh staining solution contained 50 mM Tris pH 7.4, 750 μM NAD (Sigma), 80 μM phenazine methosulfate (Sigma), 600 μM nitrotetrazolium blue chloride (Sigma), 10 mM MgCl_2_ (Sigma), and 10 mM of the substrate lactate (Sigma). Slides were incubated with staining solution at 37 °C until they reached the desired intensity, then counterstained using Nuclear Fast Red (Vector) or Braziliant! (Anatech) and mounted using VectaMount (Vector). Control reactions were performed by using staining solution that lacked the substrate mixture or NAD.

### Glutaminase activity assay

Glutaminase activity was determined in tumor cell lysates by measuring the formation of soluble XTT formazan in direct relation to production of NADH over time at 475 nm at 37 °C using a SynergyMX plate reader (Biotek Instruments). The glutaminase assay used was modified from the in situ assay described in Montero et al. and Botman et al. ^40,41^. Fresh tumor samples were homogenized with a tissue microgrinder followed by mechanical dissociation with a syringe and cell lysis in RIPA buffer (Pierce) with Halt protease and phosphatase inhibitors (Thermo-Fisher) on ice. After removing insoluble material by centrifugation at 8000*g* at 4 °C for 5 min, total protein concentration was determined using the BCA assay kit (Pierce) per manufacturer’s protocol with a microplate reader. Ten micrograms of protein was used per well for each tumor. Samples were run in triplicates. In control reactions either glutamine or phosphate was omitted, or the protein denatured. The staining solution contained 200 mM Tris-HCl buffer (pH 8.0); 200 mM KH_2_PO_4_; 40 mM glutamine; 0.1 mM EDTA; 3.4 mM NAD^+^ (Sigma); 0.5 mM ADP (Sigma); 0.3 mM XTT (Sigma); 0.49 mM phenazine methosulfate (Sigma); and 100 units of glutamate dehydrogenase used as an auxiliary enzyme (GIDH) (Sigma). Glutaminase activity was determined in cell lysates by measuring the change in absorbance of their common substrate or product, NADH, over time at 340 nm at 25 °C using a Synergy-MX plate reader (Biotek Instruments).

### LCMS-based metabolomics analysis

The experiments were performed as previously described^17^. To extract intracellular metabolites from tumor cells, fresh tumor samples of approximately the same volume (0.15 cm^3^) were briefly rinsed with cold 150 mM ammonium acetate (pH 7.3), followed by addition of 1 ml cold 80% methanol/20% water and homogenization on dry ice with a tissue microgrinder and mechanical dissociation through a syringe. Cell suspensions were transferred into Eppendorf tubes, and 10 nmol D/L-norvaline was added as a loading control for the instrument. After rigorously mixing, the suspension was pelleted by centrifugation (18,000*g*, 4 °C for 5 min). The supernatant was transferred into a glass vial, metabolites dried down under vacuum, and resuspended in 70% acetonitrile/30% water. Cell pellets were resuspended in RIPA buffer (Pierce) with Halt protease and phosphatase inhibitors (Thermo-Fisher) on ice. After removing insoluble material by centrifugation at 8000*g* at 4 °C for 5 min, total protein concentration was determined using the BCA assay kit (Pierce) per manufacturer’s protocol with a microplate reader. For the mass spectrometry-based analysis of the sample, 5 μl was injected onto a Luna NH2 (150 mm × 2 mm, Phenomenex) column. The samples were analyzed with an UltiMate 3000RSLC (Thermo Scientific) coupled to a Q Exactive mass spectrometer (Thermo Scientific). The Q Exactive was run with polarity switching (+3.50 kV/−3.50 kV) in full scan mode with an m/z range of 65–975. Separation was achieved using: (A) 5 mM NH4AcO (pH 9.9) and (B) ACN. The gradient started with 15% (A) going to 90% (A) over 18 min, followed by an isocratic step for 9 min and reversal to the initial 15% (A) for 7 min. Metabolites were identified with TraceFinder 3.3 using accurate mass measurements (≤3 ppm) and retention times. Metabolite data were normalized to tumor protein concentration and norvaline as an internal standard for metabolite extraction and are available at figshare.com (10.6084/m9.figshare.c.3801271). For experiments with labeled isotope tracing ([U-^13^C_6_] glucose, [U-^13^C_5_] glutamine, and [U-^13^C_3_] lactate; Cambridge Isotope Laboratories Inc. CLM-1396-5, CLM-1822-H-0.1, CLM-1579-0.5), the labeled isotope was delivered by intraperitoneal injection (2 g/kg in PBS) 15 min prior to euthanasia. Tumor samples were then harvested and prepared as described above.

### RNaseq and bioinformatics

To compare gene expression profiles from tumors with and without *Ldha*, total RNA was isolated from fresh tumor samples. Fresh tumor samples were placed in Trizol LS reagent and homogenized by vortexing, microgrinding, and mechanical dissociation through a syringe. Total RNA isolation was subsequently performed using an RNeasy Mini Kit (Qiagen) following the manufacturer’s protocol with chloroform, isopropanol, and ethanol washes.

Total RNA sample QC: All samples need to pass through the following four steps before library construction: (1) Nanodrop: tests RNA purity (OD260/OD280), (2) Agarose Gel Electrophoresis, (3) Agilent 2100 to check RNA integrity.

Library construction: After the QC procedures, mRNA from tumor samples was enriched using oligo(dT) beads. The mRNA was then fragmented randomly in fragmentation buffer, followed by cDNA synthesis using random hexamers and reverse transcriptase. After first-strand synthesis, a custom second-strand synthesis buffer (Illumina) was added with dNTPs, RNase H, and *Escherichia coli* polymerase I to generate the second strand by nick-translation. The final cDNA library was ready after a round of purification, terminal repair, A-tailing, ligation of sequencing adapters, size selection, and PCR enrichment.

Library QC: Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), and then diluted to 1 ng/µl before checking insert size on an Agilent 2100 and quantifying to greater accuracy by quantitative PCR (Q-PCR) (library activity >2 nM).

Sequencing: Libraries were sequenced on HiSeq2500 (Illumina).

Data filtering: Raw reads were filtered to remove reads containing adapters or reads of low quality, so that downstream analyses were based on clean reads. The filtering process was as follows: (1) discard reads with adaptor contamination, (2) discard reads when uncertain nucleotides constitute more than 10% of either read (*N* > 10%), (3) discard reads when low quality nucleotides (base quality <20) constitute >50% of the read.

RNA-seq Adapter sequences (Oligonucleotide sequences of adapters from TruSeqTM RNA and DNA Sample Prep Kits):

RNA 5ʹ Adapter (RA5), part # 15013205:

5ʹ-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3ʹ

RNA 3ʹ Adapter (RA3), part # 15013207: 5ʹ-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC (6-nucleotide index) ATCTCGTATGCCGTCTTCTGCTTG-3ʹ

Mapping to a reference genome: Algorithm for mapping sequences: appropriate software was chosen according to the characteristics of the reference genome. TopHat2 was run for tumor genomes. The mismatch parameter were set to two, and other parameters were set to default. Only filtered reads are used to analyze the mapping status of RNA-seq data to the reference genome.

Expression quantification: Gene expression level was measured by transcript abundance to generate FPKM counts, short for the expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, which takes into account the effects of both sequencing depth and gene length counting of fragments. HTSeq software was used to analyze the gene expression levels in this experiment, using the union mode. The result files present the number of genes with different expression levels and the expression level of single genes. In general, an FPKM value of 0.1 or 1 is set as the threshold for determining whether the gene is expressed or not. 

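Ranked by the log2 ratio of mean FPKM, with 0.1 added to each mean, the 14009 genes with a mean of at least 1 FPKM had 11 of the 12 genes of the skeletal muscle list among the first 100. *Spt1*, a salivary protein, came next after *Actn3* with a log2 ratio of 8.81, at 501 FPKM in *Ldha*-null tumor 1. *Actn3*, *Ckm*, *Pvalb*, *Mybpc2* and *Myh4*, which encode parts of the contractile apparatus, its energy buffer and its calcium buffer, had log2 ratios of 8.85, 8.77, 8.62, 8.60 and 8.51 for the libraries labelled *Ldha*-null over wild-type tumors. Of the first 100 genes, 99 took over 90% of their *Ldha*-null sum from tumor 1, and 1 kept a log2 ratio above 1 without it. At the other end stood *Krt42* with a log2 ratio of -5.58, at 348 FPKM in wild-type tumor 5, and *Krt13*, a keratin of inner epithelia, with -4.68, at 1821 FPKM in wild-type tumor 5 and 36.1 FPKM in *Ldha*-null tumor 1. *Spt1*, *Mybpc2*, *Myh4*, *Krt42* and *Krt13* were chosen after their values were seen. Of the last 100 genes, 20 took over 90% of their wild-type sum from tumor 5. Such a ranking takes no account of the spread between tumors, and none of these genes passed edgeR's test.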

Fragments Per Kilobase of transcript per Million mapped reads (fkpm) values were ranked by the log_2_-transformed foldchange for knockout versus wild-type.

### FDG-PET imaging and analysis

Small-animal PET/CT scans were performed using microPET/CT system Genisys 8 (Sofie Bioscience). Mice were fasted for 4 h, placed on a heating pad to warm the mice for 60 min, and then anesthetized using 1.5–2% isoflurane. 20 μCi of ^18^F-FDG probes was administrated via tail vein. Acquisition of static PET images was started 60 min after probe injection. Maximum-likelihood expectation maximization with 60 iterations was used for PET image reconstruction. All images were corrected for photon attenuation. The CT acquisition parameters were 40 kVp, 190 mA, and 720 projections with an exposure time of 55 ms at each projection. ^86^Y-AABD PET imaging was acquired 14 h after injection. For image analysis, PET/CT images were analyzed using OsiriX Imaging Software (Version 3.9.3; Pixmeo SARL, Bernex, Switzerland).

### Statistics and reproducibility

Experiments were performed on male and female animals in approximately equal numbers with no apparent difference in phenotype between sexes. All phenotypes described are representative of a minimum of *n* = 3 littermate pairs (or a total of six mice) as indicated in the description of each experiment. For analysis of the hair regrowth phenotype, no statistical measure was used to determine the sample size beforehand, nor were statistics used to measure effects, as the results were essentially positive or negative as represented in the figures. The results described include data from all treated animals. Investigators were not blinded to allocation during the experimental data collection. Experiments were not randomized. All results shown are representative images from at least three independently treated animals, and genotyping was performed both before and after animal treatment for confirmation. Pairwise comparisons between two groups were performed by two-tailed statistical analysis using Student’s *t* test. Statistical significances were considered if *p < 0.05; **p < 0.01; ***p < 0.001. Experimental data are demonstrated as the mean ± SEM. Sample size and statistical details can be found in the figure legends.

## Supplementary information

Supplementary Information

## Data Availability

Previously published transcriptomics data that were reanalyzed here are available under accession (NIH GEO GSE111997). Normalized metabolite data are available at figshare.com: Figure 1 c, d; Fig. 3 d–f; Supplementary Figure 4 (Exp 5), 10.6084/m9.figshare.7194761 [https://figshare.com/s/4d9b59a0e4fd85dc9c9b]. Figure 1 c, d; Fig. 3d–f; Supplementary Figure 4 (Exp 4), 10.6084/m9.figshare.7194809 [https://figshare.com/s/df136b2a3154195e7315]. Figure 1c, d; Fig. 3d–f; Supplementary Figure 4 (Exp 3), 10.6084/m9.figshare.7194833 [https://figshare.com/s/86b1503620e50cdd5fe9]. Figure 1 c, d; Fig. 3d–f; Supplementary Figure 4 (Exp 2), 10.6084/m9.figshare.7194836 [https://figshare.com/s/f33a0d482412cef627e3]. Figure 1 c, d; Fig. 3d–f; Supplementary Figure 4 (Exp 1), 10.6084/m9.figshare.7194839 [https://figshare.com/s/34f29012ddec6e457e1b]. Supplementary Figure 5, 10.6084/m9.figshare.7194851 [https://figshare.com/s/c2f7dd6edfededce0239]. Figure 7a, d–f 10.6084/m9.figshare.7194857 [https://figshare.com/s/48038002f6d30ed28b28]. Figure 6g (Exp 2) 10.6084/m9.figshare.7194860 [https://figshare.com/s/2a245272e321f993d360]. Figure 6g (Exp 1) 10.6084/m9.figshare.7194869 [https://figshare.com/s/297a51614d6eecd09443]. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## References

[1] Paldino E, Tesori V, Casalbore P, Gasbarrini A, Puglisi MA (2014). Tumor Initiating Cells and Chemoresistance: Which Is the Best Strategy to Target Colon Cancer Stem Cells?. Biomed. Res. Int..

[2] Warburg O (1956). On respiratory impairment in cancer cells. Science.

[3] Warburg O (1956). On the origin of cancer cells. Science.

[4] Palsson-McDermott EM, O'Neill LA (2013). The Warburg effect then and now: from cancer to inflammatory diseases. Bioessays.

[5] Bensinger SJ, Christofk HR (2012). New aspects of the Warburg effect in cancer cell biology. Semin. Cell. Dev. Biol..

[6] Vander Heiden MG, Cantley LC, Thompson CB (2009). Understanding the Warburg effect: the metabolic requirements of cell proliferation. Science.

[7] Doherty JR, Cleveland JL (2013). Targeting lactate metabolism for cancer therapeutics. J. Clin. Invest..

[8] Husain Z, Huang Y, Seth P, Sukhatme VP (2013). Tumor-derived lactate modifies antitumor immune response: effect on myeloid-derived suppressor cells and NK cells. J. Immunol..

[9] Seth P (2011). On-target inhibition of tumor fermentative glycolysis as visualized by hyperpolarized pyruvate. Neoplasia.

[10] Xie H (2009). LDH-A inhibition, a therapeutic strategy for treatment of hereditary leiomyomatosis and renal cell cancer. Mol. Cancer Ther..

[11] Xie H (2014). Targeting lactate dehydrogenase--a inhibits tumorigenesis and tumor progression in mouse models of lung cancer and impacts tumor-initiating cells. Cell. Metab..

[12] Shim H (1997). c-Myc transactivation of LDH-A: implications for tumor metabolism and growth. Proc. Natl. Acad. Sci. USA.

[13] Le A (2010). Inhibition of lactate dehydrogenase A induces oxidative stress and inhibits tumor progression. Proc. Natl. Acad. Sci. USA.

[14] Fantin VR, St-Pierre J, Leder P (2006). Attenuation of LDH-A expression uncovers a link between glycolysis, mitochondrial physiology, and tumor maintenance. Cancer Cell..

[15] White AC (2011). Defining the origins of Ras/p53-mediated squamous cell carcinoma. Proc. Natl. Acad. Sci. USA.

[16] Lapouge G (2011). Identifying the cellular origin of squamous skin tumors. Proc. Natl. Acad. Sci. USA.

[17] Flores A (2017). Lactate dehydrogenase activity drives hair follicle stem cell activation. Nat. Cell Biol..

[18] Leushacke M, Barker N (2012). Lgr5 and Lgr6 as markers to study adult stem cell roles in selfrenewal and cancer. Oncogene.

[19] Jaks V (2008). Lgr5 marks cycling, yet long-lived, hair follicle stem cells. Nat. Genet..

[20] White AC (2014). Stem cell quiescence acts as a tumour suppressor in squamous tumours. Nat. Cell Biol..

[21] Girgis H (2014). Lactate dehydrogenase A is a potential prognostic marker in clear cell renal cell carcinoma. Mol. Cancer.

[22] Blanpain C, Lowry WE, Geoghegan A, Polak L, Fuchs E (2004). Self-renewal, multipotency, and the existence of two cell populations within an epithelial stem cell niche. Cell.

[23] Morris RJ (2004). Capturing and profiling adult hair follicle stem cells. Nat. Biotechnol..

[24] Trempus CS (2003). Enrichment for living murine keratinocytes from the hair follicle bulge with the cell surface marker CD34. J. Invest. Dermatol..

[25] Wang J (2013). Fast metabolic response to drug intervention through analysis on a miniaturized, highly integrated molecular imaging system. J. Nucl. Med..

[26] Palaskas N (2011). 18F-fluorodeoxy-glucose positron emission tomography marks MYCoverexpressing human basal-like breast cancers. Cancer Res..

[27] San-Millan I, Brooks GA (2017). Reexamining cancer metabolism: lactate production for carcinogenesis could be the purpose and explanation of the Warburg Effect. Carcinogenesis.

[28] Pavlova NN, Thompson CB (2016). The emerging hallmarks of cancer metabolism. Cell. Metab..

[29] Vander Heiden MG, DeBerardinis RJ (2017). Understanding the intersections between metabolism and cancer biology. Cell.

[30] Thonsri U (2017). Overexpression of lactate dehydrogenase A in cholangiocarcinoma is correlated with poor prognosis. Histol. Histopathol..

[31] Huang X (2016). High expressions of LDHA and AMPK as prognostic biomarkers for breast cancer. Breast.

[32] Cortazar AR (2018). CANCERTOOL: a visualization and representation interface to exploit cancer datasets. Cancer Res..

[33] Schweizer J, Loehrke H, Hesse B, Goerttler K (1982). 7,12-Dimethylbenz[a]anthracene/12-O-tetradecanoyl-phorbol-13-acetate-mediated skin tumor initiation and promotion in male Sprague-Dawley rats. Carcinogenesis.

[34] Schell JC (2017). Control of intestinal stem cell function and proliferation by mitochondrial pyruvate metabolism. Nat. Cell Biol..

[35] Momcilovic M (2018). The GSK3 signaling axis regulates adaptive glutamine metabolism in lung squamous cell carcinoma. Cancer Cell..

[36] Hui S (2017). Glucose feeds the TCA cycle via circulating lactate. Nature.

[37] Faubert B (2017). Lactate metabolism in human lung tumors. Cell.

[38] Metallo CM (2011). Reductive glutamine metabolism by IDH1 mediates lipogenesis under hypoxia. Nature.

[39] Filler, R. B., Roberts, S. J., Girardi, M. Cutaneous two-stage chemical carcinogenesis. *Cold Spring Harbor Protocols* 10.1101/pdb.prot4837 (2007) 10.1101/pdb.prot483721357170

[40] Montero F (2007). Glutaminase activity is confined to the mantle of the islets of Langerhans. Biochimie.

[41] Botman D (2014). Determination of phosphate-activated glutaminase activity and its kinetics in mouse tissues using metabolic mapping (quantitative enzyme histochemistry). J. Histochem. Cytochem..

# Supplementary material for: Increased lactate dehydrogenase activity is dispensable in squamous carcinoma cells of origin
**Source:** Nat Commun. 2019 Jan 9;10:91. doi: 10.1038/s41467-018-07857-9
**Supplement:** Supplementary file 1 — Supplementary Information

**
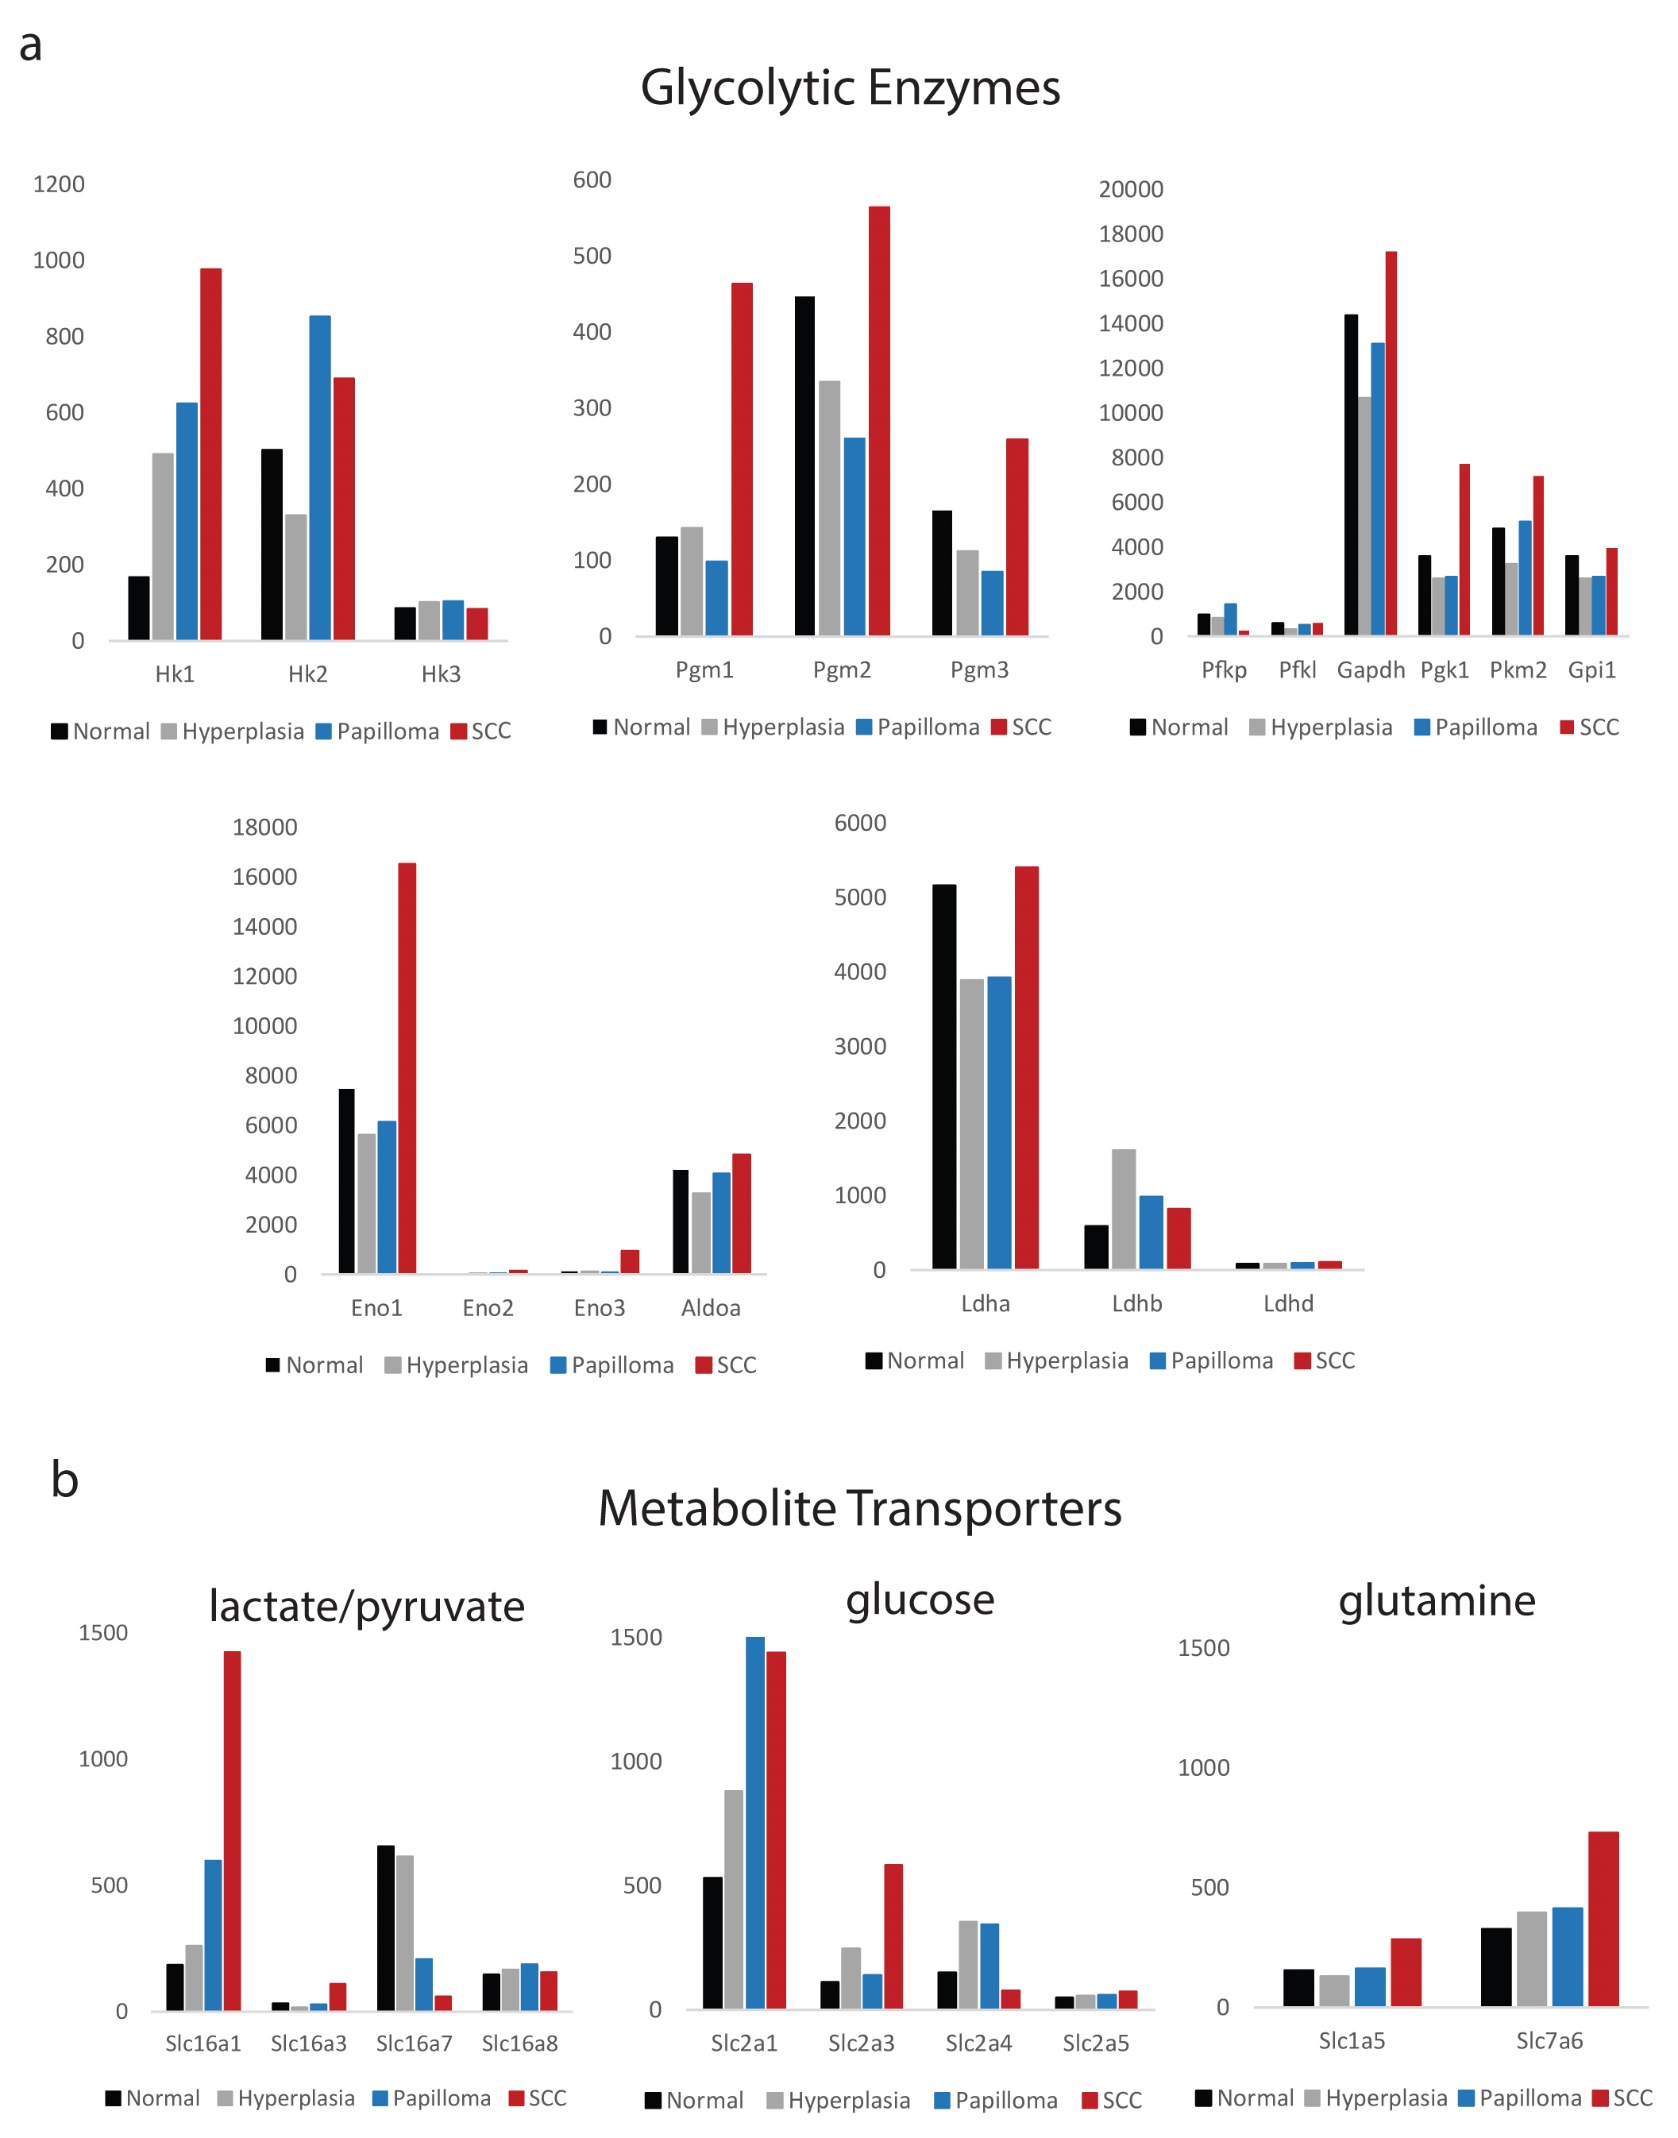
**

**Supplementary Figure 1. Transcriptome changes during SCC initiation and progression.**

Transcriptome data from a previous study on HFSC-driven SCC shows a dynamic pattern of expression of glycolytic enzymes over varying stages of tumorigenesis. The data presented are from cells labeled at the HFSC stage and then purified during the indicated stages of tumorigenesis. While *Ldha* was high in HFSCs and remained high at all stages of tumorigenesis, *Pgm, Hk, Pgk, Pkm, Eno* were all induced across tumorigenesis.

**
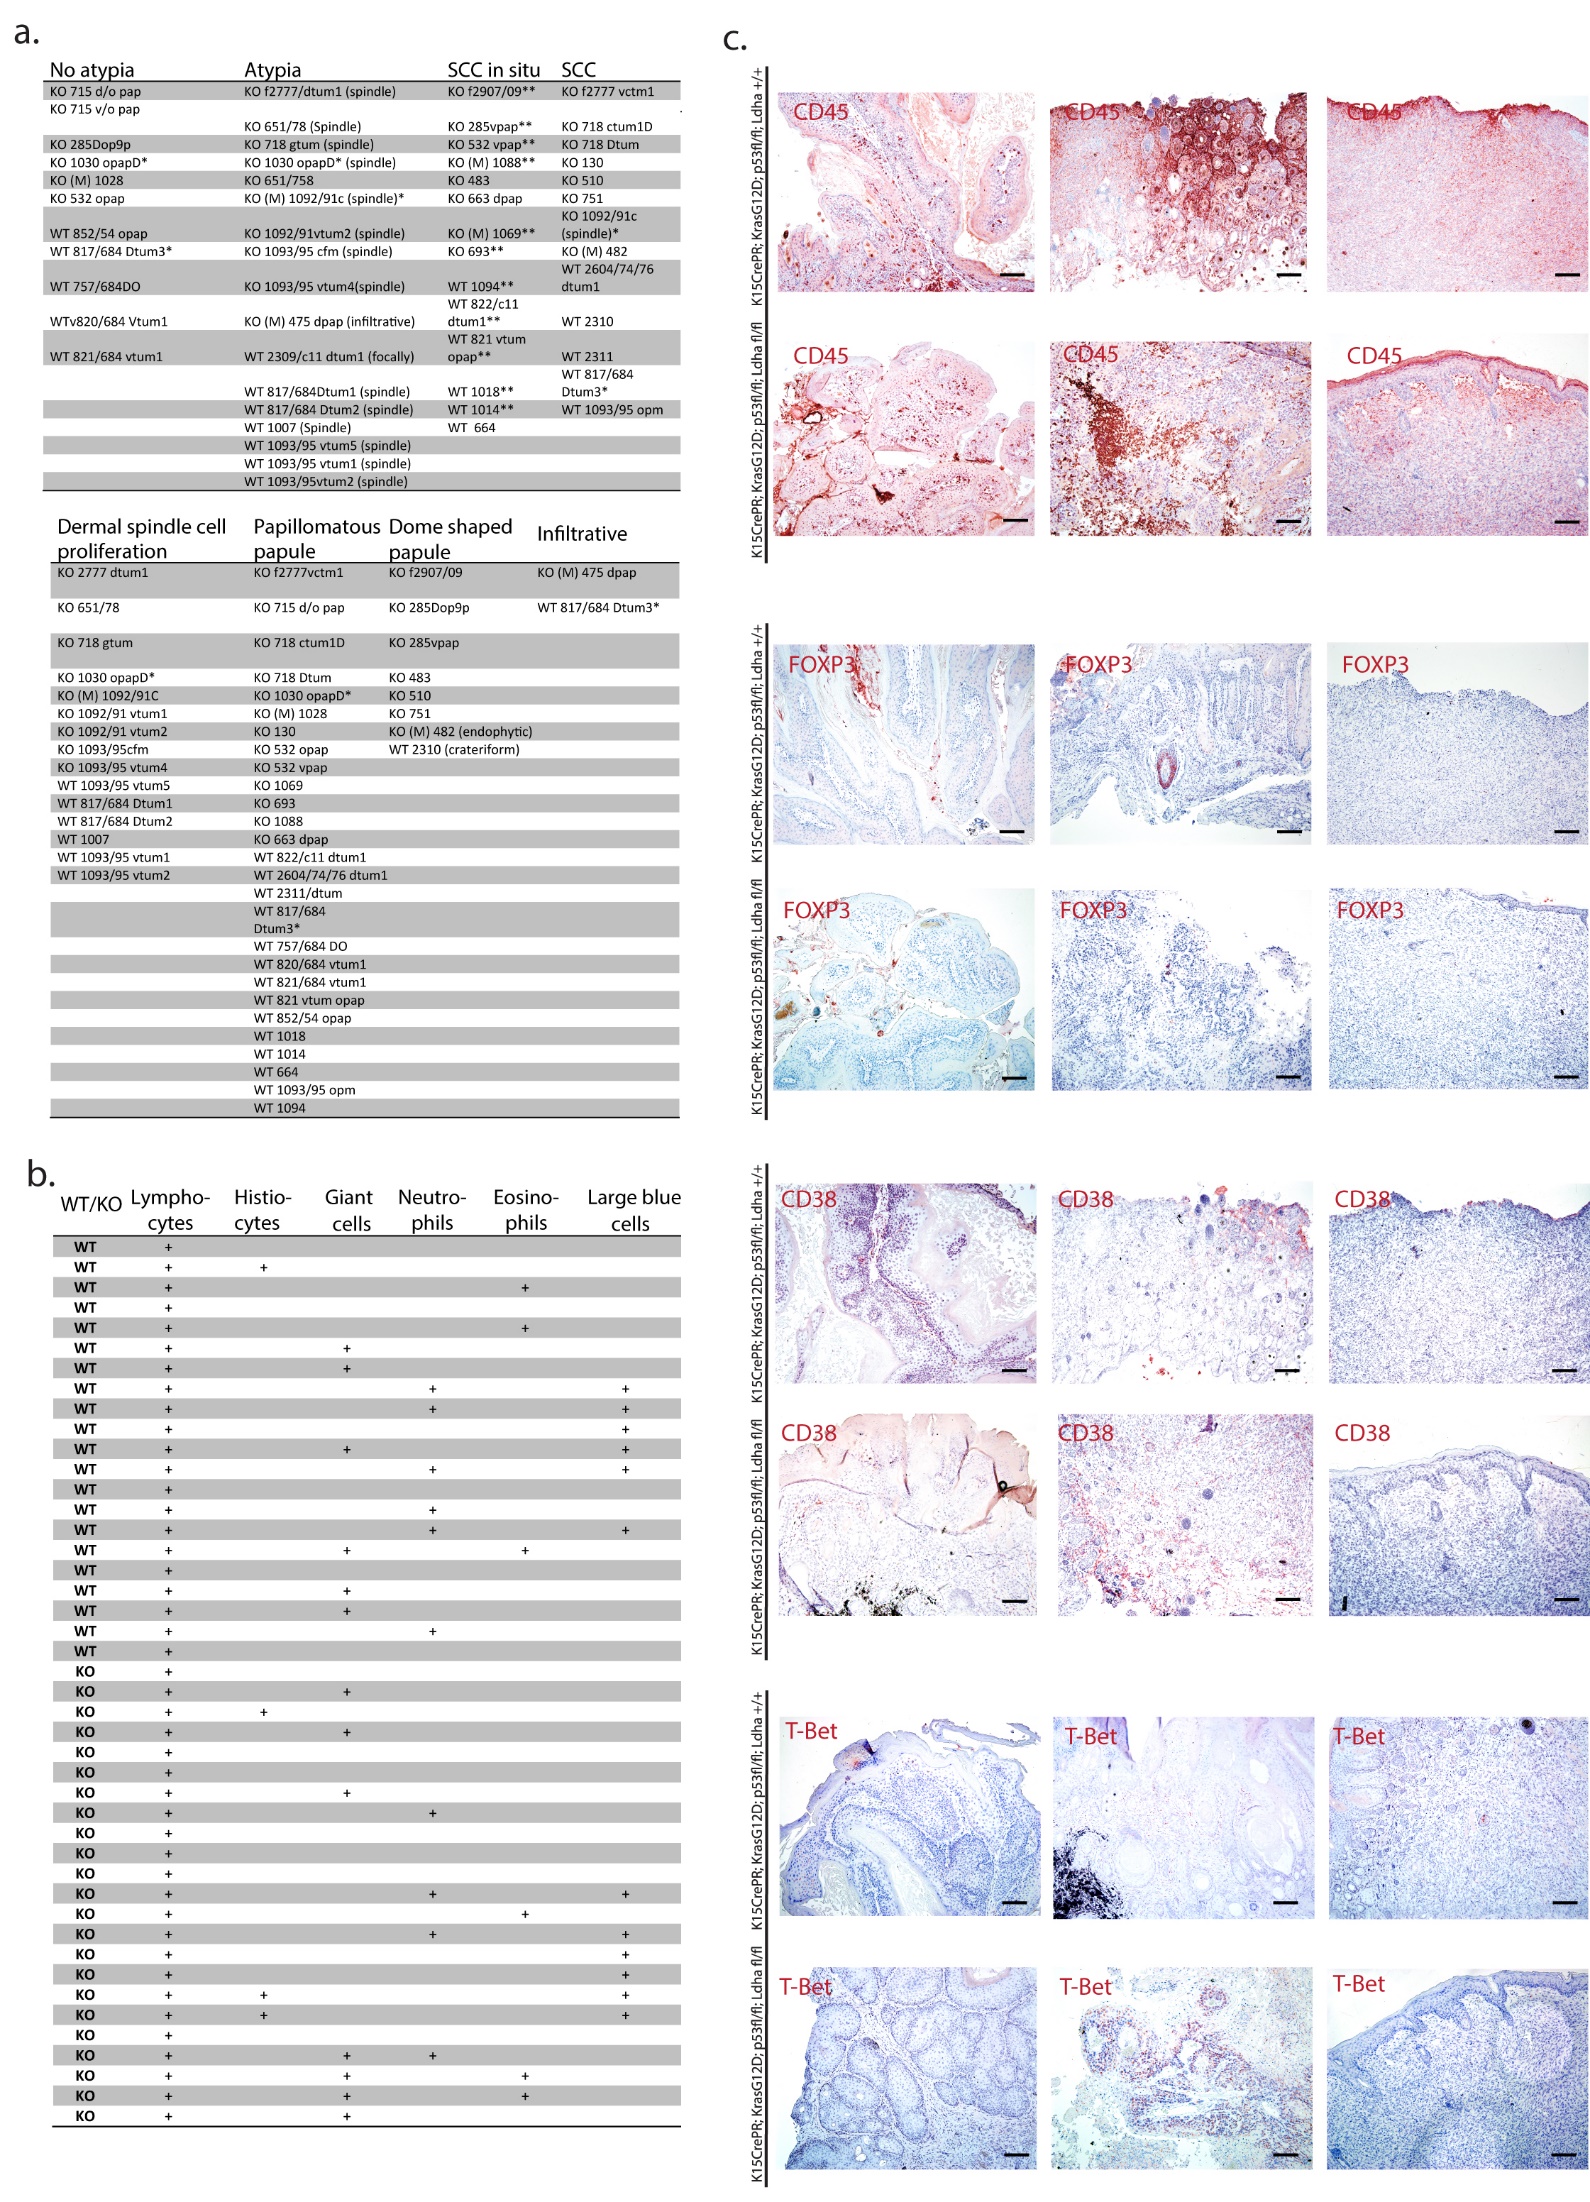
**

**Supplementary Figure 2, Pathological examination of tumorigenesis in the absence of Ldha. a**, Pathological examination of tumors generated with or without *Ldha* showed no differences in appearance, features, atypia etc. **b**, an examination of immune response to tumor formation showed a variety of immune features in SCC progression, but no difference based on expression of *Ldha*. **c**, Immunostaining for markers of T-cell subtypes in tumors with and without *Ldha*. Scale bars, 100µm.

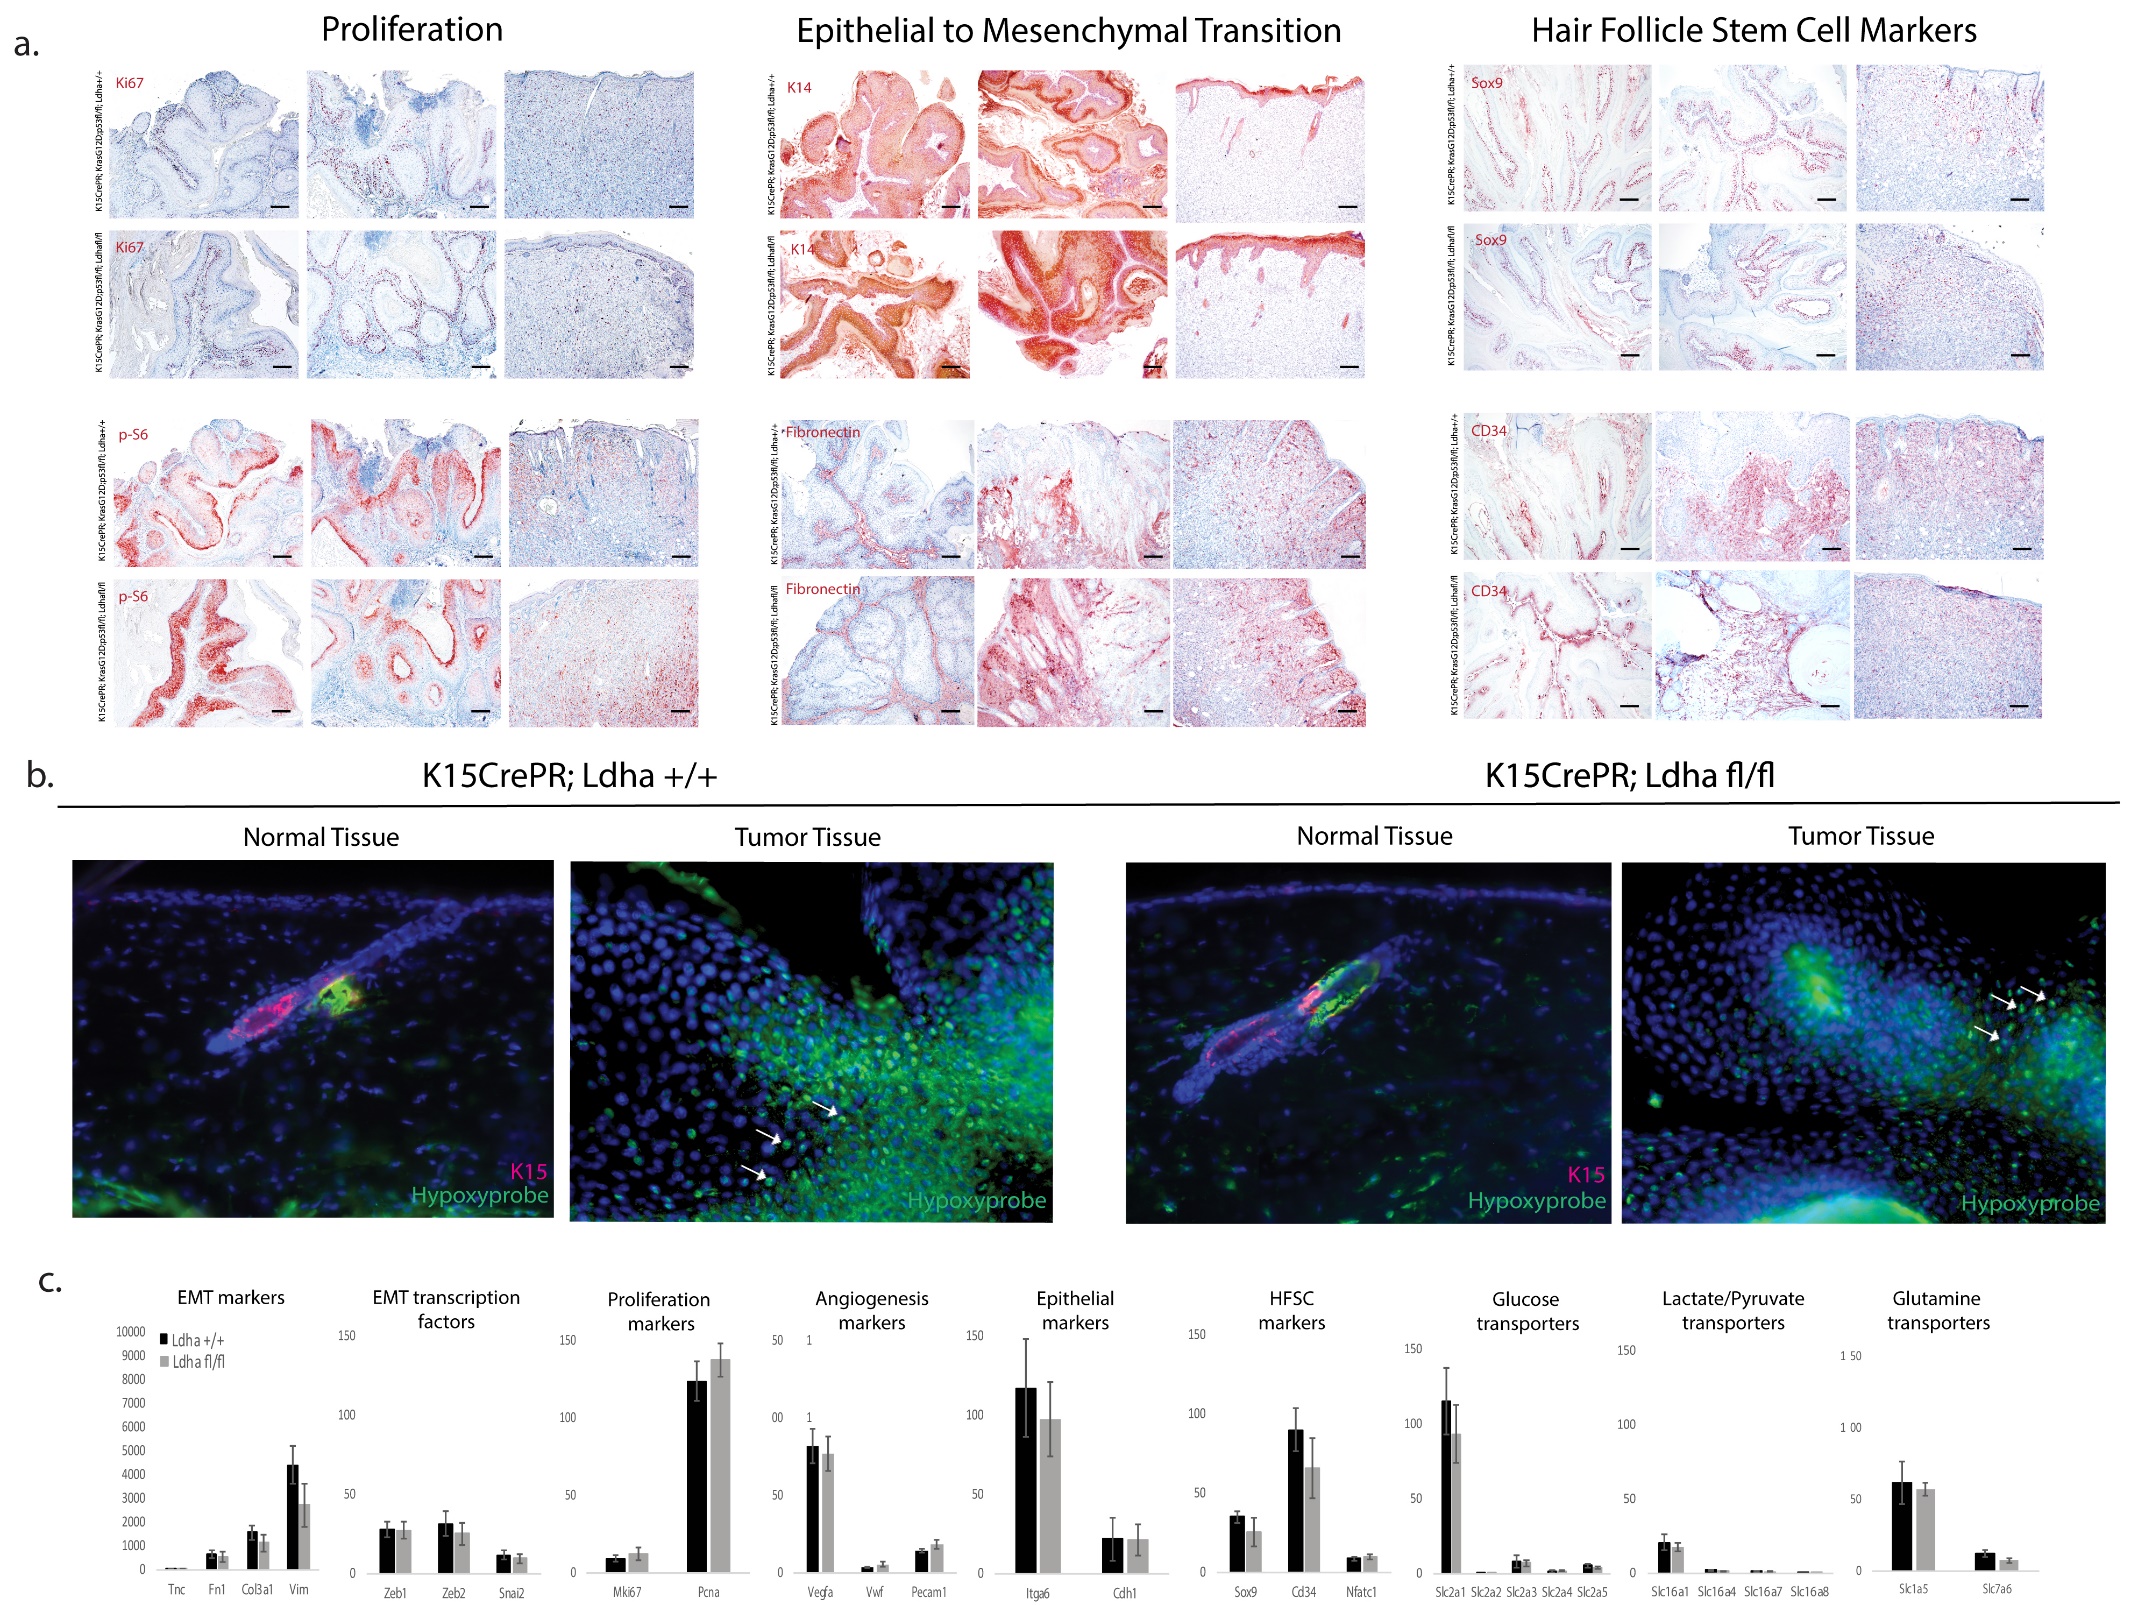

**Supplementary Figure 3. Extended characterization of SCCs generated with and without Ldha a**, Proliferating cells in the tumor were highlighted by immunostaining with an antibody against Ki67. **middle panel,** Evidence for Epithelial to Mesenchymal Transition (EMT) was assessed by immunostaining for Keratin 14, an epithelial marker and Fibronectin, a mesenchymal marker. **right panel**, To measure the expansion of HFSC fate in the tumors formed, we immunostained for markers Cd34 and Sox9. Scale bars, 100µm. **b**, Immunofluorescence staining for hypoxia levels in control versus *Ldha*-null tissue and tumors. White arrows indicate tumor cells as positive control for Hypoxyprobe. Scale bars, 50µm. **c**, RNA-seq on tumors with and without Ldh activity failed to uncover significantly expressed genes (Summarized in Supplementary Table 1 and 2), and no significant difference in the genes presented in Supplementary Figure 1.

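In most tumors of both labels, mesenchymal genes were abundant, and 0 genes of the paper's panel passed between the genotypes. No sorting is described, so stroma may supply this RNA. No normal skin was compared, so EMT of the carcinoma cells was not tested. *Vim* was at 2722 ± 900 FPKM in the libraries labelled *Ldha*-null and 4412 ± 783 FPKM in wild-type tumors, *Fn1* (fibronectin) at 560 ± 240 against 643 ± 164 FPKM, *Col3a1* at 1152 ± 361 against 1591 ± 306 FPKM and *Tnc* (tenascin C) at 33.8 ± 9.90 against 46.9 ± 10.0 FPKM (SEM, n = 5 tumors). All 8 genes of an EMT marker list had a negative log2 fold change, with a median of -0.49 that was -0.21 without *Ldha*-null tumor 1, where *Fn1* turned to 0.07 (697 FPKM), and -0.08 without *Ldha*-null tumors 1 and 3 and wild-type tumor 5; 0 passed on its own (0 adjusted over the list alone). The list was called lower by camera at a preset correlation (adjusted p = 0.00343), and this was lost with an estimated correlation (adjusted p = 0.723) and without *Ldha*-null tumor 1 (adjusted p = 0.385 from camera), the tumor where *Vim* and *Tnc* were at 198 and 2.89 FPKM.

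The EMT transcription factors *Zeb1*, *Zeb2* and *Snai2* were at 27.5 ± 5.09 against 28.2 ± 5.03 FPKM, 25.3 ± 7.19 against 31.6 ± 7.77 FPKM and 9.71 ± 2.65 against 11.9 ± 2.63 FPKM. Among epithelial genes, *Cdh1* (E-cadherin) stood at 21.2 ± 9.86 against 22.1 ± 13.7 FPKM, each mean carried by 1 tumor, with 59.7 FPKM in *Ldha*-null tumor 3 and 6.81 to 17.8 FPKM in the rest of that group, and with a wild-type mean of 8.57 FPKM without wild-type tumor 5. *Itga6* (integrin alpha 6) was at 97.6 ± 23.4 against 117 ± 31.0 FPKM. The HFSC markers *Sox9*, *Cd34* and *Nfatc1* were at 25.7 ± 8.79 against 35.3 ± 3.54 FPKM, 65.8 ± 18.9 against 90.1 ± 13.6 FPKM and 9.69 ± 1.59 against 8.98 ± 1.37 FPKM. For proliferation, *Mki67* was at 12.3 ± 3.92 against 9.48 ± 2.04 FPKM and *Pcna* at 136 ± 30.5 against 124 ± 12.6 FPKM.

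Of the vessel genes, *Vegfa* was at 77.0 ± 10.8 against 81.8 ± 11.1 FPKM and *Vwf* at 5.81 ± 1.42 against 3.70 ± 0.448 FPKM. *Pecam1*, an endothelial adhesion molecule, was at 18.9 ± 2.81 against 14.6 ± 1.24 FPKM, a log2 fold change of 0.49 (standard error 0.21, adjusted p = 0.999 in edgeR's quasi-likelihood test). A list of 10 angiogenesis and endothelial genes, 9 of them with a positive log2 fold change, was called higher by camera at a preset correlation (adjusted p = 0.00344), but not with an estimated correlation (adjusted p = 0.723), and 0 of its genes passed on their own (0 adjusted over the list alone). Its median log2 fold change of 0.41 was 0.40 without *Ldha*-null tumor 1 (adjusted p = 0.000262 from camera at the preset correlation, 0.553 with an estimated one). Without *Ldha*-null tumors 1 and 3 and wild-type tumor 5 the median was 0.30 (adjusted p = 0.0558 from camera at the preset correlation, 0.811 with an estimated one). Of the 26 tested genes of the panel, 0 passed edgeR's test and 2 had an unadjusted p under 0.05, *Slc2a4* and *Pecam1*; *Slc2a2* and *Slc16a8* were too low to be tested.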

**
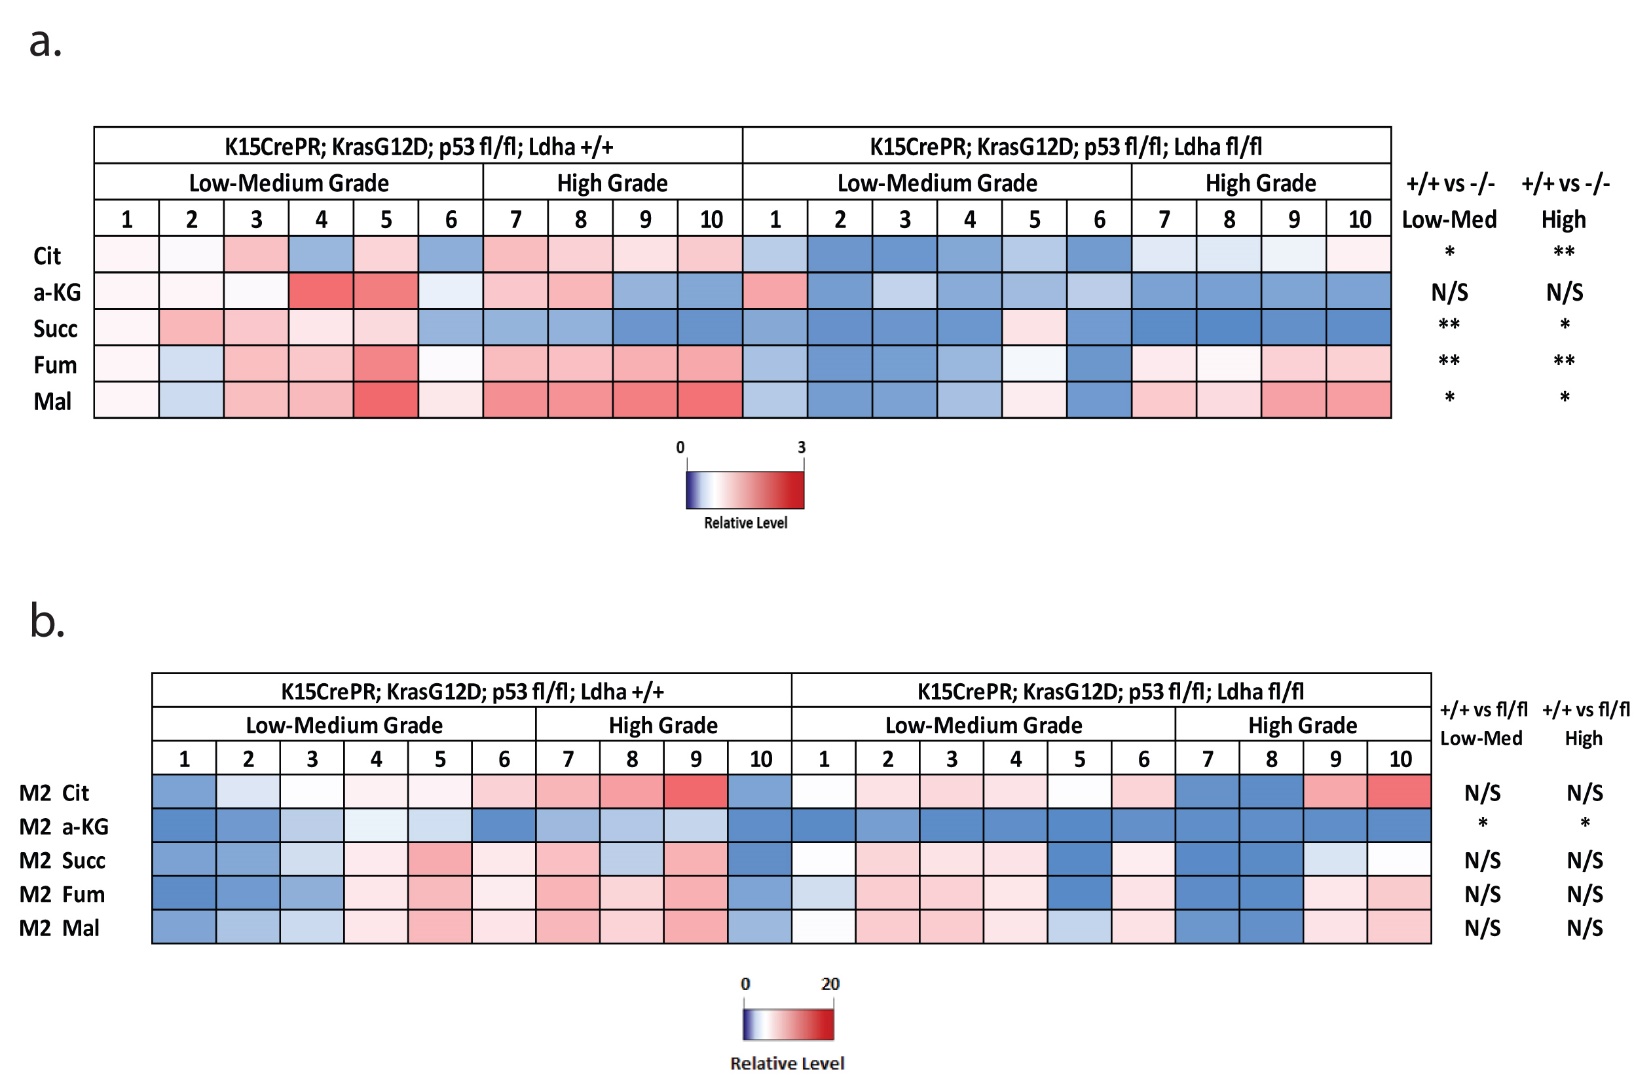
**

**Supplementary Figure 4. Examination of TCA metabolites in tumors** **a,** Heatmap depicts relative levels of TCA cycle intermediates as measured by LCMS in tumors from animals with and without *Ldha* expression. Each column represents metabolite measurements from an individual animal, and 20 animals were used, 10 of each genotype. **b,** Heatmap depicts percentage of TCA cycle intermediate isotopomers in tumors with indicated genotypes from animals IP injected with [U-^13^C_6_] glucose 15 minutes prior to tumor harvesting. Student’s paired t-test was performed, ∗P < 0.05; ∗∗P < 0.01; ∗∗∗P < 0.001; NS, not significant; n = 12.

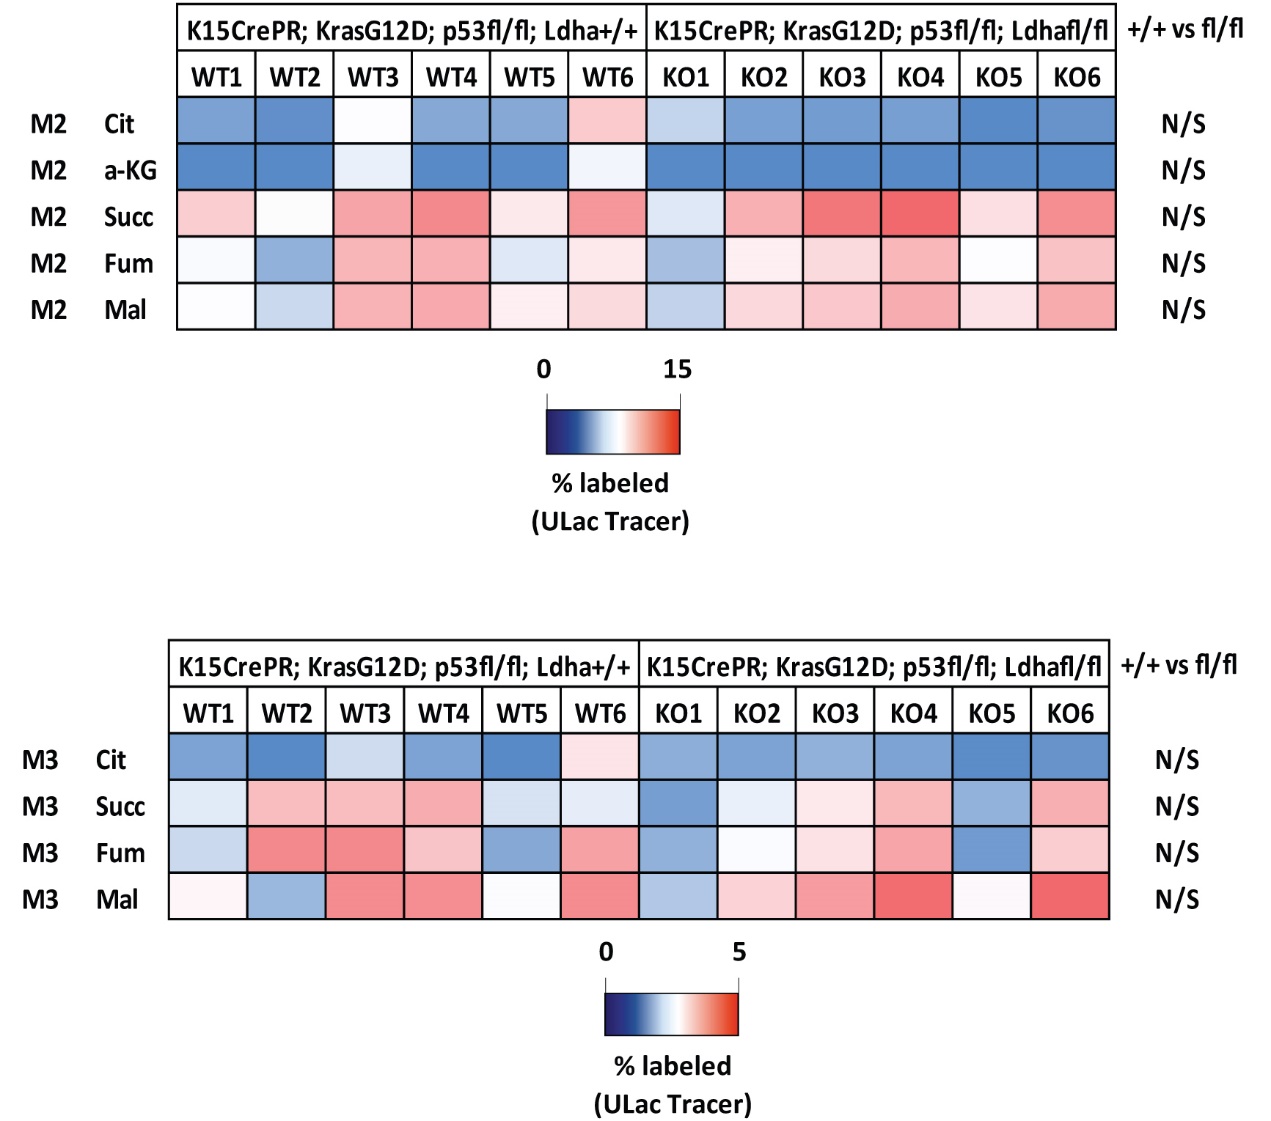

**Supplementary Figure 5. Lactate contribution to TCA cycle carbon is unaltered in Ldha-null SCC tumors.** Heatmap depicts percentage of TCA cycle intermediate isotopomers in tumors with indicated genotypes from animals IP injected with [U-^13^C_3_] lactate 15 minutes prior to tumor harvesting and metabolite extraction. Student’s paired t-test was performed, ∗*p*< 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; NS, not significant; n = 12.

**
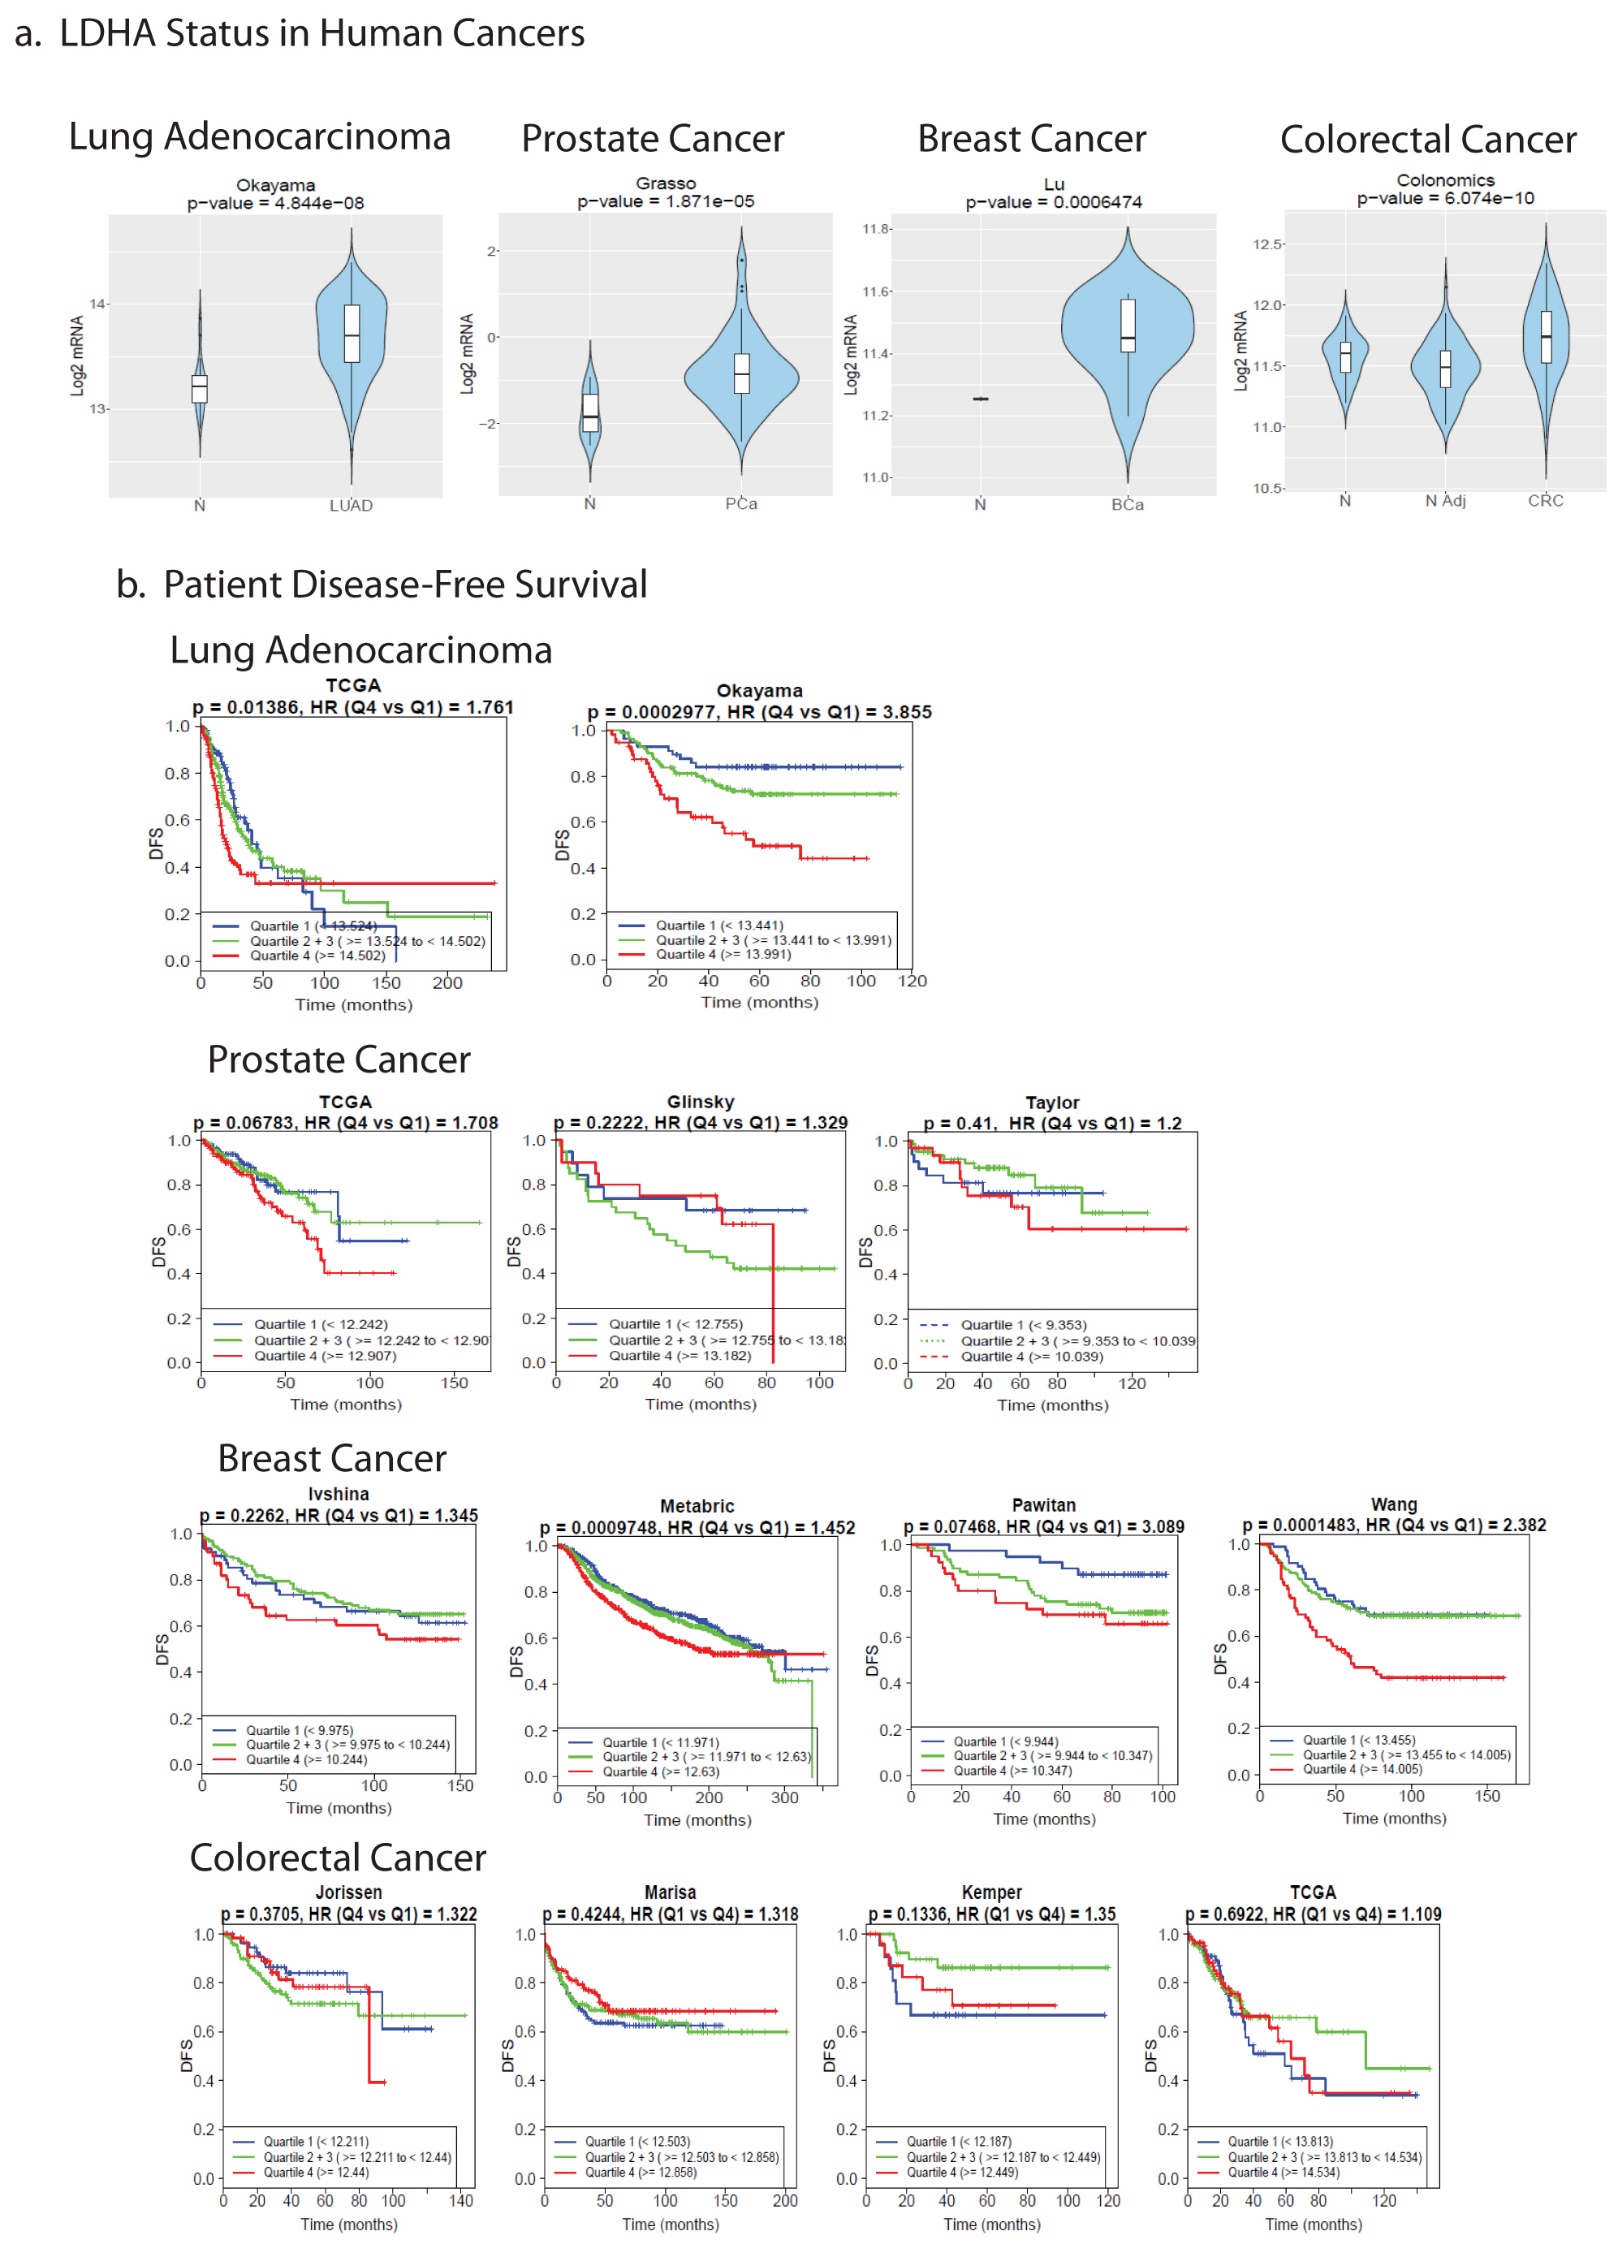
**

**Supplementary Figure 6. CANCERTOOL analysis to explore LDHA in Human Cancers a.** Violin plots depicting the expression of the gene of interest between non-tumoral (N) and cancer specimens (LUAD, PCa, BCa, CRC) in the indicated datasets. The Y-axis represents theLog2-normalized gene expression (fluorescence intensity values for microarray data or, sequencing reads values obtained after gene quantification with RSEM and normalization using Upper Quartile in case of RNAseq). A Student T-test is performed in order to compare the mean gene expression between two groups. **b.** Kaplan-Meier curves representing the disease-free survival (DFS) of patient groups selected according to the quartile expression of the gene of interest. Quartiles represent ranges of expression that divide the set of values into quarters. Quartile color code: Q1 (Blue), Q2 plus Q3 (Green), Q4 (Red). Each curve represents the percentage (Y-axis) of the population that exhibits recurrence of the disease along time (X-axis, in months) for a given gene expression distribution quartile. Vertical ticks indicate censored patients. Quartile colour code: Q1 (Blue), Q2 plus Q3 (Green), Q4 (Red). A Mantel-Cox test is performed in order to compare the differences between curves, while a Cox proportional hazards regression model is performed to calculate de Hazard Ratio (HR) between the indicated groups. The analyses in **a** and **b** were performed in CANCERTOOL^41^.

How the deposited data were processed for this re-analysis (not part of the article)

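Gene expression was measured by RNA-seq in 10 cutaneous tumors of mice, 5 labelled *Ldha*-null and 5 labelled *Ldha* wild type. The authors extracted total RNA from fresh tumors, enriched messenger RNA on oligo(dT) beads and sequenced the libraries on a HiSeq2500. Base calling used CASAVA 1.8, and reads with over 10% undetermined bases, or with over 50% of bases at a quality under 20, were removed. The remaining reads were aligned to the mouse genome (mm10) with TopHat2, with its mismatch setting at 2. The counts were made by the authors with HTSeq in union mode, and are deposited as whole numbers of fragments per gene. The FPKM values were also computed by the authors from these fragments and a gene length, and are deposited as such. Each table lists 35275 genes with symbol, Ensembl identifier and coordinates, of which 97.8% of identifiers were found in the reference gene table. The total used to scale FPKM in each tumor equalled the sum of its counts, whereas the listed gene length gave the FPKM within 1% for 42.9% of the counted genes of wild-type tumor 1, so the length behind the other values is not known. It was the same in every tumor: FPKM over CPM differed between tumors by over 1% for 0 of 23277 genes. The versions of TopHat2 and HTSeq and the release of the annotation are not given in the sources used here.

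All 10 tumors were mapped to a genotype by their labels, with 0 columns left unmapped. Total counts were 12969508 to 17694201 per tumor. Counting intervals cover counting error only, since the reads carry no molecular identifiers. The spread between tumors was far wider than counting error, at a biological coefficient of variation of 63.4%.

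Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 15176, and were scaled by TMM. The quasi-likelihood F-test compared the genotypes with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Intervals are 95% intervals from the quasi-likelihood standard error. Single genes were also compared by a two-sided exact permutation test of log2 CPM scaled by TMM, over the 252 assignments of 5 tumors of 10. Log2 CPM values used a prior count of 2. Lists of genes for pathways and cell types, 46 in number, were written down together with the main test, the alternatives and the rule for naming genes before the data were examined, and 43 of them with at least 3 tested members were compared with other genes by camera at a preset correlation of 0.01 and by camera with a correlation estimated from the data, and tested against no change by fry, all from limma 3.58.1.

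The rule for naming genes took the *Ldh* genes, the genes drawn in Supplementary Figures 1 and 3c, further genes that the paper names, the 5 genes with the smallest p in each direction where none passed, and up to 4 members of each list with the smallest p. Some genes that meet the rule are not reported here. A gene named outside this rule is said to have been chosen after its values were seen. For *Ldha* and its isoforms any change of sign under an alternative counted as a reversal, and for the other named genes only a change of sign of a value that had passed the test; other changes of sign were counted apart.

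The alternatives were DESeq2 1.42.0 with its size factors and Wald test, RLE and upper-quartile factors, no filter on low counts, a mean CPM of at least 5, limma-voom with sample quality weights, other thresholds, Student's test on FPKM (the paper's general test for pairs of groups), the tumor number as a block, the level of *Xist* or of epithelial markers as a covariate, and leaving out each tumor in turn. The edgeR test was tried on counts simulated from the means, library sizes and dispersions of these tumors with 200 changed genes, where 4.1% of the unchanged genes had an unadjusted p under 0.05 over 15176 genes. Reads, alignments and isoform levels were not analysed here, and neither were the hair follicle stem cell profiles behind Supplementary Figure 1.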

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

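The explanations weighed in this part and the values used to test them were chosen after the results had been seen, although leaving out each tumor in turn had been planned. Also chosen after their values were seen were the genes *Mylpf*, *Tnnt3*, *Tnni2* and *Ddx3y*.

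Among 222 groups of 5 tumors, each for a gene of the figures or a list, 28 had a tumor whose gap to its nearest neighbour, in log2 CPM, exceeded 0.71 of the group's range, where chance gives about 1 in 20, or 11. Of these, 16 fell on *Ldha*-null tumor 1, 8 on wild-type tumor 5, 2 on *Ldha*-null tumor 3, and 1 each on *Ldha*-null tumor 5 and wild-type tumor 1.

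*Ldha* RNA did not separate the labels, and stood far above the rest of its group in wild-type tumor 5, at 2824 FPKM. Without *Ldha*-null tumors 1 and 3 and wild-type tumor 5, which differ most in tissue content, the log2 fold change was -0.24 with a 95% interval of -1.01 to 0.52, so a loss far beyond 2-fold is argued against in the 7 remaining tumors and a smaller one stays open. Exchanging the labels of 1 library of each genotype separated the *Ldha* levels in 0 of 25 exchanges over all tumors and in 1 of 12 over those 7, and a wrong label cannot be told apart from correct labels, because the level expected of a deleted tumor is not known. The lowest library labelled *Ldha*-null kept 64.9% of the wild-type median in CPM, and cells that kept the gene, as in the mosaic tumors of the paper, or a deleted allele that is still transcribed, may supply this RNA; the counts per gene cannot decide, and the deletion itself stays open as well. Ldh activity, protein and lactate ran lower in *Ldha*-null tumors in the paper (Fig. 3), which does not settle the labels of these libraries.

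Skeletal muscle genes took 13.6% of the counts of *Ldha*-null tumor 1, with a mean of 13.76 log2 CPM, led by *Mylpf* at 27349 FPKM, *Tnnt3* at 22953 FPKM and *Tnni2* at 20254 FPKM. All 12 listed genes were over 10-fold higher in this tumor than in any other, where *Mylpf* still reached 11.9 to 88.2 FPKM, and without it the median log2 fold change of the list was -0.23, which argues against the genotype as the source. The tumor also had the highest values of its group for oxidative phosphorylation (9.23 mean log2 CPM), the TCA cycle (8.80), pyruvate oxidation (6.65) and fatty acid oxidation (6.41). Without it the median log2 fold change for oxidative phosphorylation was 0.014 (adjusted p = 0.652 from camera at a preset correlation, 0.906 with an estimated one), so muscle tissue taken with the tumor is a candidate source of this difference between the groups. No sorting of the tissue is described, and muscle that adjoined the tumor was not told apart from tumor cells with muscle genes.

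*Xist*, which is transcribed from the inactive X chromosome, and Y-linked genes were found together in *Ldha*-null tumors 1 and 3, with *Xist* at 6.46 and 9.34 FPKM and *Ddx3y* at 33.1 and 18.3 FPKM. Reads assigned to these libraries by index errors are argued against, since *Xist* was at least 106-fold higher there than in wild-type tumor 1, in CPM, the tumor with Y-linked RNA and almost no *Xist*, and *Ddx3y* stayed at or under 0.218 CPM in the 7 tumors with *Xist* alone. RNA of a male and a female animal in 1 library cannot be told apart from other sources: *Xist* reached 27.6% and 26.7% of the median of those 7 tumors, but Y-linked RNA was 648% and 358% of that in wild-type tumor 1, the sole tumor with Y-linked RNA alone. The sex of each animal is not given in the sources used here, so the explanation may hold for both tumors, for either or for neither.

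In *Ldha*-null tumor 1, *Aldoa* was highest of its group at 20260 FPKM, *Ldhb* at 216 FPKM, *Pgm2* at 239 FPKM and *Slc2a4* at 313 FPKM. The lowest values of the group in this tumor were 31.2 FPKM for *Col3a1*, 2.62 FPKM for *Pgm1* and 2.89 FPKM for *Tnc*. On the log2 CPM scale its list means were highest for adipocytes at 7.38, for lactate and pyruvate transporters at 5.29 and for nervous and Schwann cells at 3.27. *Slc1a5* stood apart in the same tumor in CPM scaled by TMM, while its FPKM of 63.2 lay among those of the other tumors.

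Among the wild-type tumors, tumor 5 had the highest *Itga6* at 238 FPKM and *Slc2a4* at 5.22 FPKM, and the lowest values in that group with 1.15 FPKM for *Cd38*, 1485 FPKM for *Vim* and 10.1 FPKM for *Zeb1*. Its mean log2 CPM was highest of the wild-type tumors for NRF2 targets at 6.56 and lowest for macrophages at 5.81. Among the libraries labelled *Ldha*-null, *Pfkp* was highest in tumor 3 at 105 FPKM, where melanocyte genes also led with a mean of 3.48 log2 CPM. *Slc16a4* was highest of the same group in tumor 5 at 3.24 FPKM, and the sex-linked list was highest of the wild-type tumors in tumor 1, with a mean of 2.39 log2 CPM.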

How the results depend on the processing

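The settings chosen after seeing the data were leaving out *Ldha*-null tumors 1 and 3 and wild-type tumor 5 together, the skeletal muscle level as a covariate, alone or with the epithelial marker level, and the estimated correlation in fits without these tumors; all others were planned. The count of 0 genes past the threshold was found in 24 of 26 settings. DESeq2 called 1 gene (489 at an unadjusted p under 0.05), and gave no p for 797 genes, *Ldhb* among them. Student's test on FPKM gave 142 genes at an unadjusted p under 0.05 and 0 after adjustment. In edgeR, genes at an unadjusted p under 0.05 numbered 601, of them 541 higher in the libraries labelled *Ldha*-null. There were 194 (151 higher) without *Ldha*-null tumor 1, 385 without wild-type tumor 1, 397 without wild-type tumor 4, 349 with the *Xist* covariate, 282 with the epithelial covariate, 251 (174 higher) without the 3 tumors, 187 with the muscle covariate and 309 with both covariates. They numbered 1077 without *Ldha*-null tumor 4, 1090 without wild-type tumor 5 and 1308 with no filter on low counts, which tests more genes; for the other counts the cause was not tested. The smallest adjusted p from edgeR without a tumor ranged from 0.705 to 1.000.

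The log2 fold change of *Ldha* changed sign under limma-voom with sample quality weights (-0.18), without the 3 tumors (-0.24, standard error 0.34), with the muscle covariate (-0.43) and with both covariates (-0.63), and ranged from -0.55 without *Ldha*-null tumor 1 to 1.53 without wild-type tumor 5 when each tumor was left out in turn; the cause was not tested. *Ldhb* changed sign without the 3 tumors (-0.067) and with both covariates (-0.11), and ranged from 0.0034 without *Ldha*-null tumor 1 to 2.61 when each tumor was left out in turn. *Ldhd* kept a positive sign, at 0.25 with both covariates and 0.28 without the 3 tumors, and ranged from 0.30 without *Ldha*-null tumor 1 to 1.42 without wild-type tumor 2 when each tumor was left out in turn. None of these values passed.

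By camera at a preset correlation 12 lists were called, 6 to 15 without each tumor in turn (6 without *Ldha*-null tumor 1). With an estimated correlation 0 were called, and 0 with fry; at an estimated correlation 0 were called without *Ldha*-null tumor 1 and 0 without the 3 tumors. Oxidative phosphorylation, called higher at first, had a median log2 fold change of -0.13 without the 3 tumors (adjusted p = 0.00314 from camera at a preset correlation, 0.811 with an estimated one).

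With the tumor number as a replicate block, edgeR called 0 genes (120 at an unadjusted p under 0.05) and camera 14 lists at the preset correlation (not run with an estimated one), with log2 fold changes of 0.35 for *Ldha* and 0.77 for *Ldhb*. The numbers do not establish pairs, since deviations of same-numbered tumors correlated at 0.116, 0.0126, -0.286, 0.682 and -0.482 over 1000 genes, and in 1 of 5 pairs, pair 4, did the *Ldha*-null tumor correlate best with its own number.

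Among 199 genes named by the rule, the *Ldh* genes and those chosen after their values were seen left out, 0 of 4314 values passed, and 0 reversed a value that had passed; 303 values in 97 genes had the other sign without passing, and 102 genes kept 1 sign throughout. The expression filter left *Ldhc* and further listed genes untested, with 1 of 9 hair shaft and inner root sheath genes and 1 of 5 sex-linked genes tested. Among the sex-linked genes, *Ddx3y* had 1635, 782 and 314 counts in *Ldha*-null tumors 1 and 3 and wild-type tumor 1. It had at most 4 counts elsewhere, so depth was not the limit for every listed gene.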

Differences from the paper's values

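The paper reports 6 tumors per genotype for this experiment, whereas 5 per genotype were analysed here. No mean differed from its bar in Supplementary Figure 3c by more than the spread between tumors (SD). If the bars were drawn from these tumors, that spread is not the error of the comparison, so staying within it does not show a match. *Slc2a1* in wild-type tumors stayed within it at 175 FPKM against a bar of about 110, with an SD of 176 FPKM. For *Slc2a4* in *Ldha*-null tumors this comparison cannot show a difference, because *Ldha*-null tumor 1 carries both the mean and the SD of 139 FPKM. Of 42 means in 21 genes of Supplementary Figure 3c, 37 lay within 1.1-fold and 39 within 1.2-fold of the paper's bar, and 2 differed by over 1.5-fold. Bar heights were measured on an enlarged picture, some of them by eye. The bars were measured after the means had been computed, and replaced a first reading that was also made after them. The close match was therefore not a blind one. Genes with bars too low to be measured were left out, except *Slc2a4*, which was kept after its values were seen because its mean could not be the bar drawn.

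For *Slc2a4* in *Ldha*-null tumors the mean was 63.7 FPKM, against the paper's bar of about 1.5 in Supplementary Figure 3c, read by eye. Of the alternatives set before the data were examined, the median (1.78 FPKM) and the mean without *Ldha*-null tumor 1 (1.46 FPKM) fall near the bar, and the means without *Ldha*-null tumors 2 to 5 (79.1 to 79.4 FPKM) do not. For *Slc2a1* in wild-type tumors the mean was 175 FPKM, against the paper's bar of about 110 in Supplementary Figure 3c, read by eye. The median (123 FPKM) and the mean without wild-type tumor 5 (98.1 FPKM) come within 1.5-fold of it, and the means without wild-type tumors 1 to 4 (185 to 204 FPKM) do not. Other bars lie nearer to the means of all 5 tumors, so leaving out the same tumor throughout does not account for the figure: *Vim* in *Ldha*-null tumors was at 2722 FPKM, against the paper's bar of about 2700 in Supplementary Figure 3c, and at 3353 FPKM without *Ldha*-null tumor 1 (median 4101 FPKM). *Cdh1* in wild-type tumors was at 22.1 FPKM, against the paper's bar of about 22 in Supplementary Figure 3c, and at 8.57 FPKM without wild-type tumor 5 (median 8.84 FPKM). *Slc2a1* in *Ldha*-null tumors, at 113 FPKM and 131 FPKM without *Ldha*-null tumor 1, differed by less from the paper's bar of about 93 in Supplementary Figure 3c, read by eye.

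The paper describes the tumors of one group as deleted for *Ldha*, while *Ldha* RNA stood at a mean of 857 FPKM in the libraries so labelled and 898 FPKM in wild-type tumors. The paper reports no significant gene, where its text names no test for the RNA-seq and gives Student's test with p under 0.05 for pairs of groups in general, and 0 genes passed in edgeR here (601 at an unadjusted p under 0.05), 0 in limma-voom (319) and 1, *G0s2*, in DESeq2 (489). Student's test on FPKM gave 142 genes without adjustment and 0 with it.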

Other observations

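The counts over other splits of the tumors, the genes *Cxcl9*, *Fabp4*, *Tgm1* and *Tgm3*, and the genes named in the last paragraph other than *Rps4l*, were chosen after the values had been seen. In 100 splits of the 10 tumors into 5 and 5, the split by genotype included, 78 gave at least the 601 genes at an unadjusted p under 0.05 of the genotypes, and the highest other split gave 3589, so chance cannot be excluded. The splits point to a structure of the samples: the 15 that put *Ldha*-null tumors 1 and 3 and wild-type tumor 5 together gave 1730 to 3589 genes (median 2230), and the 85 that part them 462 to 1953 (median 774). For gene lists called by camera at the preset correlation, 60 of the 100 splits gave at least the 12 of the genotypes, with 25 in the highest other split, so chance cannot be excluded there either.

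Genes induced by interferon had the smallest p among the lists in camera at the preset correlation. *Irf7* was at 224 FPKM in *Ldha*-null tumor 2 and at 4.78 FPKM in *Ldha*-null tumor 1, with 45.0, 37.0 and 74.3 FPKM in *Ldha*-null tumors 3 to 5 and 5.14 to 39.4 FPKM in wild-type tumors. *Ifit3* was at 1.38, 70.3, 10.7, 10.5 and 34.9 FPKM in *Ldha*-null tumors 1 to 5 and at 0.229 to 10.4 FPKM in wild-type tumors. Of 15 genes, 13 had a positive log2 fold change, with a median of 1.44; 0 passed edgeR's test (0 adjusted over the list alone) and 4 (*Rsad2*, *Irf7*, *Ifit3* and *Usp18*) had an unadjusted p under 0.05. The list was called by camera at a preset correlation (adjusted p = 1.56e-07), but not with an estimated correlation (adjusted p = 0.723) or by fry (adjusted p = 0.923). Without *Ldha*-null tumor 1 its median was 1.67 (adjusted p = 3.64e-21 from camera at the preset correlation, 0.553 with an estimated one). *Cxcl9*, which interferon also induces, reached 116 FPKM in wild-type tumor 3 and 86.1 FPKM in *Ldha*-null tumor 5.

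Among genes of keratinocyte differentiation, in *Ldha*-null tumor 3 *Krt10* was at 1903 FPKM, *Krt1* at 1518 FPKM and *Flg* at 810 FPKM. In the other tumors *Krt10* was at 4.80 to 192 FPKM, while *Tgm1* and *Tgm3* were higher in wild-type tumor 5 (78.6 and 116 FPKM) than in *Ldha*-null tumor 3 (55.0 and 53.6 FPKM). The median log2 fold change of the 12 genes was 1.71, with 10 positive, 3 at an unadjusted p under 0.05 and 0 past edgeR's threshold (0 adjusted over the list alone). Camera called the list at a preset correlation (adjusted p = 2.73e-05) and not with an estimated one (adjusted p = 0.723), and without *Ldha*-null tumors 1 and 3 and wild-type tumor 5 its median was 0.87 (adjusted p = 1.68e-06 from camera at the preset correlation, 0.811 with an estimated one). Stress and wound keratins, 8 genes with a median of 0.49, were called at the preset correlation (adjusted p = 0.0138) and not with an estimated one (adjusted p = 0.723), and 0 of them passed alone, with 0 at an unadjusted p under 0.05; without *Ldha*-null tumor 3 their median turned negative and the list was not called. Without *Ldha*-null tumor 1 it was 0.54 (adjusted p = 0.0826 from camera at the preset correlation, 0.872 with an estimated one), and without *Ldha*-null tumors 1 and 3 and wild-type tumor 5 it was 0.32 (adjusted p = 0.00667 from camera at the preset correlation, 0.895 with an estimated one). Sebaceous gland genes, 4 of 4 positive with a median of 0.87, were also called at the preset correlation (adjusted p = 0.0324) and not with an estimated one (adjusted p = 0.723), with 2 at an unadjusted p under 0.05 and 0 past edgeR's threshold (0 adjusted over the list alone); without *Ldha*-null tumor 1 their median was -0.06 (adjusted p = 0.267 from camera at the preset correlation, 0.872 with an estimated one).

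Mitochondrial genes had positive log2 fold changes nearly throughout, carried by *Ldha*-null tumor 1. All 26 genes of oxidative phosphorylation were positive, with a median of 0.89 (adjusted p = 2.73e-05 from camera at the preset correlation, 0.723 with an estimated one). For the TCA cycle 17 of 17 were positive with a median of 0.93 (adjusted p = 0.0011 from camera at the preset correlation, 0.723 with an estimated one), and -0.01 without that tumor. For pyruvate oxidation 11 of 12 were positive with a median of 1.02 (adjusted p = 0.0102 from camera at the preset correlation, 0.723 with an estimated one), and 0.08 without that tumor. In each of these lists 0 genes passed edgeR's test, also adjusted over the list alone, and 2 had an unadjusted p under 0.05.

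Glutamine metabolism showed no gene past the threshold among 18, with 1 at an unadjusted p under 0.05 (*Gpt2*) and a median log2 fold change of 0.05. This median was -0.12 without *Ldha*-null tumor 1 and -0.06 without *Ldha*-null tumors 1 and 3 and wild-type tumor 5. Hypoxia targets, 14 genes, had a median of -0.05 and 0 genes at an unadjusted p under 0.05. Amino acid stress genes (ATF4), NRF2 targets and p53 targets had medians of -0.03, -0.23 and 0.15, with 0, 1 and 1 genes at an unadjusted p under 0.05 and 0 past edgeR's threshold in each, also adjusted over the list alone.

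Leukocyte genes varied between tumors more than between genotypes. *Ptprc* (Cd45) was at 20.9 ± 6.79 FPKM in the libraries labelled *Ldha*-null and 18.9 ± 5.71 FPKM in wild-type tumors, *Foxp3* at 0.459 ± 0.133 against 0.407 ± 0.122 FPKM, *Tbx21* at 0.443 ± 0.170 against 0.306 ± 0.138 FPKM and *Cd38* at 10.4 ± 3.86 against 17.3 ± 4.98 FPKM (SEM, n = 5). Median log2 fold changes were -0.06 for T cells, -0.17 for macrophages, -0.02 for MHC and antigen presentation, 0.07 for cytotoxic and NK cells 0.16 for B and plasma cells and -0.59 for eosinophils and mast cells, with 0 genes past edgeR's threshold in each, also adjusted over the list alone, and 0 at an unadjusted p under 0.05 except *Cd79a* among the B and plasma cell genes. Eosinophils and mast cells, 5 of 6 genes negative, were the sole of these lists called, lower by camera at the preset correlation (adjusted p = 0.0448) and not with an estimated one (adjusted p = 0.723), nor without *Ldha*-null tumor 1 (adjusted p = 0.827 from camera at the preset correlation, 0.950 with an estimated one). Without *Ldha*-null tumor 1 the medians were 0.22 for T cells, 0.11 for macrophages and 0.18 for MHC and antigen presentation. They were 0.38 for cytotoxic and NK cells, 0.43 for B and plasma cells and -0.30 for eosinophils and mast cells. Without that tumor, camera at the preset correlation called MHC genes (adjusted p = 0.00563), T cells and B and plasma cells (both adjusted p = 0.0265) higher. With an estimated correlation none of these was called (adjusted p = 0.872 for MHC genes, 0.903 for T cells and 0.872 for B and plasma cells).

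Among other genes of the mouse model, *Trp53* had a log2 fold change of 0.71 (standard error 0.30) that did not pass. For *Trp53* the value was 0.69 without *Ldha*-null tumor 1 and 0.22 without *Ldha*-null tumors 1 and 3 and wild-type tumor 5. *Krt15*, whose promoter drives the Cre recombinase in some of the paper's mice, had a log2 fold change of 2.04 (standard error 0.78) that did not pass either and was 1.43 without *Ldha*-null tumor 1. It stood at 140, 26.3, 136, 27.6 and 74.3 FPKM in *Ldha*-null tumors 1 to 5 and 7.55 to 61.2 FPKM in wild-type tumors. *Lgr5* was at 1.85 ± 0.701 FPKM in the libraries labelled *Ldha*-null and 1.93 ± 0.649 FPKM in wild-type tumors.

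Adjusted over the list alone, 12 of 12 skeletal muscle genes, 5 of 6 adipocyte genes, 6 of 6 erythrocyte genes and 1 of 2 melanocyte genes passed edgeR's test, and 0 did over all genes tested. The erythrocyte values came from *Ldha*-null tumor 3, where *Hba-a1* was at 26171 FPKM against 138 to 891 FPKM elsewhere, and their median log2 fold change of 4.05 was -1.31 without *Ldha*-null tumors 1 and 3 and wild-type tumor 5. *Fabp4*, on the adipocyte list, was at 1006 FPKM in *Ldha*-null tumor 3, 950 FPKM in wild-type tumor 5 and 596 FPKM in *Ldha*-null tumor 1. *Adipoq* was at 107 FPKM in *Ldha*-null tumor 1 and at most 5.49 FPKM elsewhere.

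Several genes were abundant in a single tumor. Wild-type tumor 5 had *Pitx1* at 636 FPKM and the pseudogenes and gene copies *Gm4735* at 545 FPKM, *Rpl34-ps1* at 344 FPKM, *Eno1b* at 316 FPKM and *Rpl3-ps1* at 177 FPKM. *Rps4l* was at 78.4, 88.5 and 70.1 FPKM in wild-type tumors 1, 3 and 5 and at 3.15 to 10.1 FPKM in the other 7 tumors. *Dync2h1* was at 43.3 FPKM in wild-type tumor 3, *Alb* at 35.7 FPKM in wild-type tumor 4, and *Cldn6* at 17.7 FPKM and *Igsf5* at 9.62 FPKM in wild-type tumor 1.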
